# Obesity exacerbates colitis-associated cancer via IL-6-regulated macrophage polarisation and CCL-20/CCR-6-mediated lymphocyte recruitment

**DOI:** 10.1038/s41467-018-03773-0

**Published:** 2018-04-25

**Authors:** Claudia M. Wunderlich, P. Justus Ackermann, Anna Lena Ostermann, Petra Adams-Quack, Merly C. Vogt, My-Ly Tran, Alexei Nikolajev, Ari Waisman, Christoph Garbers, Sebastian Theurich, Jan Mauer, Nadine Hövelmeyer, F. Thomas Wunderlich

## Abstract

Colorectal cancer (CRC) is one of the most lethal cancers worldwide in which the vast majority of cases exhibit little genetic risk but are associated with a sedentary lifestyle and obesity. Although the mechanisms underlying CRC and colitis-associated colorectal cancer (CAC) remain unclear, we hypothesised that obesity-induced inflammation predisposes to CAC development. Here, we show that diet-induced obesity accelerates chemically-induced CAC in mice via increased inflammation and immune cell recruitment. Obesity-induced interleukin-6 (IL-6) shifts macrophage polarisation towards tumour-promoting macrophages that produce the chemokine CC-chemokine-ligand-20 (CCL-20) in the CAC microenvironment. CCL-20 promotes CAC progression by recruiting CC-chemokine-receptor-6 (CCR-6)-expressing B cells and γδ T cells via chemotaxis. Compromised cell recruitment as well as inhibition of B and γδ T cells protects against CAC progression. Collectively, our data reveal a function for IL-6 in the CAC microenvironment via lymphocyte recruitment through the CCL-20/CCR-6 axis, thereby implicating a potential therapeutic intervention for human patients.

## Abstract (web summary)

Inflammation can be induced by obesity, and has been linked with onset of colorectal cancer (CAC). Here the authors show in mouse models that obesity-induced interleukin-6 alters macrophage function to enhance CCL-20/CCR-6-mediated recruitment of B cells and γδ T cells, thereby promoting gut inflammation and CAC progression.

## Introduction

The current obesity epidemic not only accounts for the increased incidence of classical comorbidities such as type 2 diabetes mellitus, but also predisposes to the development of certain cancers—primarily those that require an inflammatory tumour microenvironment (TME)^1^. One cancer type that is strongly associated with obesity is colorectal cancer (CRC)^2–4^. Globally, CRC is the second most diagnosed cancer in females and the third in males with 14.1 million new cancer cases and 8.2 million deaths in 2012^5^.

Obesity-induced alterations in microbiota composition and stem cell modulation have been demonstrated to promote CRC development^6,7^, but therapeutic strategies targeting these putative drivers of CRC might have unpredictable side effects. It is well-established that obesity is associated with a chronic, low-grade inflammatory state^8^ that could also contribute to CRC development. However, the role of obesity-induced inflammation in CRC development is unknown. Importantly, obesity therapeutic strategies that reduce inflammation can be easily conducted in patients via dietary and lifestyle intervention^9^. Thus, reducing obesity-associated inflammation might represent a convenient strategy to prevent obesity-induced CRC.

In obesity, immune cells such as macrophages, T cells and B cells infiltrate the white adipose tissue. Activation of these cells causes local and systemic increases of inflammatory cytokines, such as tumour necrosis factor (TNF) and interleukin (IL)-6. Elevated cytokine levels are typically associated with obesity and propagate the obesity-associated inflammatory state^10–13^.

IL-6 acts via its membrane-bound IL-6 receptor (IL-6R) composed of IL-6Rα that mediates specificity and the common signalling chain of IL-6-type cytokines glycoprotein 130 (GP130)^14^. Though previously excluded, also ciliary neurotrophic factor (CNTF), another IL-6-type cytokine, can act as an alternative ligand for the IL-6R under certain circumstances, which might explain different outcomes when investigating IL-6 and IL-6R knockout mice^15^. Moreover, cell types that are not expressing IL-6Rα can be rendered IL-6-sensitive via IL-6 transsignalling mechanisms where a soluble IL-6Rα (sIL-6Rα) is shedded from the cell surface and acts with IL-6 on GP130-expressing cells^16^. Interestingly, such IL-6 transsignalling prevents obesity-induced recruitment of macrophages into adipose tissue that paradoxically failed to improve systemic insulin sensitivity^17^. On the other hand, enhanced central sIL-6Rα signalling improved energy and glucose homoeostasis in obesity^18^. Thus, different modes of signalling can affect various cell types that even do not express the necessary receptors. Moreover, we have demonstrated previously that IL-6 exerts beneficial effects in lean mice by limiting hepatic inflammation, whereas the chronic low-grade elevation of IL-6 in obesity abrogates these functions, presumably via the development of IL-6 resistance^19–22^. Moreover, IL-6 signalling can polarise macrophages towards an anti-inflammatory M2 phenotype, whereas IL-6Rα deficiency leads to largely arrested macrophages in the proinflammatory M1 state^19^. Notably, M2 macrophages functionally overlap with tumour-associated macrophages, indicating that IL-6 might have a detrimental role in carcinogenesis^23,24^.

Indeed, IL-6 promotes CAC development via its action in intestinal epithelial cells (IEC)^25–28^. Furthermore, in the classical aetiology of CAC, the initial development of inflammatory bowel diseases (IBD) such as colitis ulcerosa and Crohn’s disease are also associated with increased IL-6 level in circulation^29^. This suggests that induction of IL-6 could be a common mechanism shared between obesity-induced and IBD-induced disease progression. However, how the low-grade nature of IL-6 in obesity impacts on CRC development and progression has not been investigated yet.

Here we investigate the role of obesity-induced IL-6 during development and progression of CAC in mice. We demonstrate that macrophage-specific IL-6Rα inactivation strongly ameliorates CAC in obesity. This is owing to a reduction of the chemoattractant CC-chemokine-ligand-20 (CCL-20) derived from M2 macrophages, which in turn facilitates recruitment of B cells and γδ T cells into the TME in a CC-chemokine-receptor-6 (CCR-6) dependent manner. Thus, we identify IL-6R signalling in macrophages as an important mediator of colon carcinogenesis during obesity.

## Results

### Diet-induced obesity increases CAC development

In a first experiment, we aimed at elucidating whether diet-induced obesity affects colon inflammation and CAC. To model obesity-induced CAC in mice, we exposed cohorts of C57BL/6 mice to either normal chow (NCD) or high-fat diet (HFD) feeding from weaning on. As expected, 8-week-old HFD-fed animals exhibited increased body weight and body fat content with increased serum insulin and leptin levels as well as impaired glucose homoeostasis (Supplementary Fig. 1a-e).

Next, we investigated expression of inflammatory cytokines as well as markers for immune cells in the colon tissue of these mice. This analysis revealed the elevated expression of inflammatory cytokines *Il6*, *Tnf*, *Il1β* and *Il10* in the colon of obese mice compared with lean controls (Fig. 1a). Examination of immune cell markers in the obese colon revealed increases in T cells (*Cd3δ*), regulatory T cells (Tregs) (forkhead-box-protein P3 (*Foxp3)*), B cells (*Cd19*) but similar expression of the common macrophage marker epidermal growth factor-like module-containing mucin-like hormone receptor-like 1 (*Emr1*) (Fig. 1b). Thus, HFD-feeding accelerates inflammation and lymphocytes in the colon of mice.

**Fig. 1:**
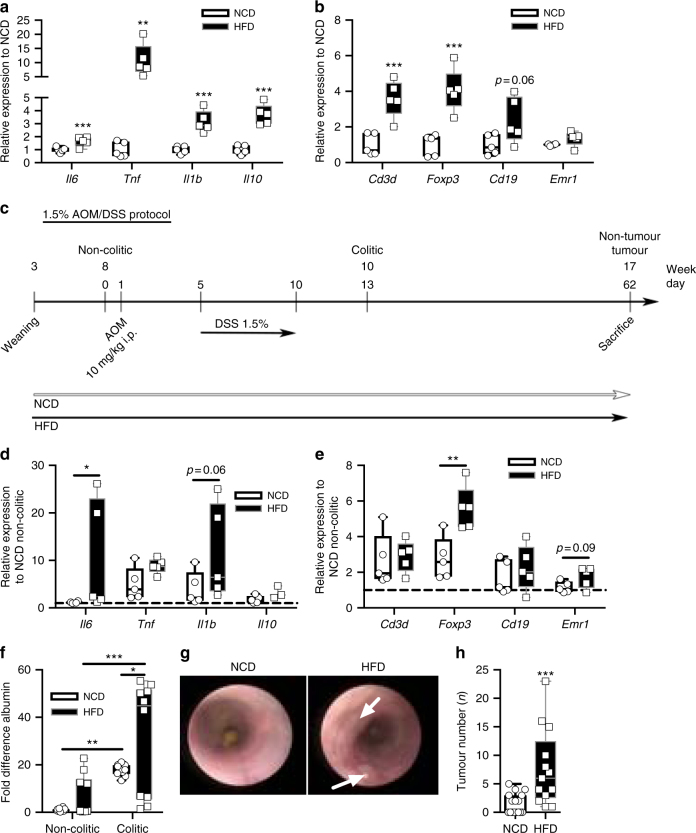
Obesity enhances colonic inflammation and CAC tumour burden in C57BL/6 mice. **a**, **b** qPCR analysis of indicated gene expression in distal colons derived from 8-week-old non-colitic NCD (*n* = 5) and HFD-fed (*n* = 5) C57BL/6 mice; following results are presented relative to non-colitic NCD. **c** Scheme of the 1.5% AOM/DSS protocol of mice fed a NCD or a HFD from weaning (3 weeks of age) until the end of the experiment with 17 weeks of age. 8-week-old mice were injected with 10 mg/kg AOM i.p. at day 1 of the 1.5% AOM/DSS protocol. From day 5 on, mice received 1.5% DSS in the drinking water for 5 days. Mice were either killed with 8 weeks of age at day 0 (non-colitic), 10 weeks of age at day 13 for analysis of colitic conditions (colitic) or with 17 weeks of age at day 62 (non-tumour and tumour) for analysis of tumourigenesis. **d**, **e** qPCR analysis of indicated gene expression in distal colons of 10-week-old NCD (*n* = 5) and HFD-fed (*n* = 5) colitic C57BL/6 mice; results are presented relative to non-colitic NCD. **f** Normalised albumin concentration in faeces of NCD (*n* = 10) and HFD-fed (*n* = 10) C57BL/6 mice under non-colitic (day 0) and colitic (day 13) conditions. **g** Representative endoscopic pictures of 13-week-old NCD and HFD-fed C57BL/6 mice of the 1.5% AOM/DSS protocol. **h** Tumour number of 17-week-old NCD (*n* = 18) and HFD-fed (*n* = 13) C57BL/6 mice counted at day 62 of the 1.5% AOM/DSS protocol. AOM, azoxymethane; DSS, dextran sodium sulphate, NCD, normal chow diet; HFD, high-fat diet; CAC, colitis-associated colorectal cancer. centre line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 two-tailed unpaired Student’s *t*-test **a**, **b**, **h** or two-way ANOVA followed by Fisher LSD **d**–**f**

Next, we subjected cohorts of NCD- and HFD-fed mice to the established colitis-associated adenoma protocol induced by azoxymethane (AOM) injection directly followed by three repetitive cycles of 2.5% dextrane sodium sulphate (DSS) in the drinking water over 7 days (Supplementary Fig. 1f)^30^. Strikingly, obese mice either died spontaneously or had to be killed during the first DSS cycle, as these animals lost more than 20% of their initial body weight owing to symptoms associated with exaggerated colitis (Supplementary Fig. 1g, h). As the standard CAC protocol turned out to be highly lethal for obese mice, we adjusted the conditions accordingly to ensure survival of all cohorts throughout the treatment period. Therefore, we injected 8-week-old mice with AOM (day 1) and supplemented the drinking water with 1.5% DSS from day 5 for 5 days. At day 10 of the 1.5% AOM/DSS protocol the animals received normal water until the end of the experiment at day 62 (non-tumour, tumour) (Fig. 1c). To examine the colitis phase animals were killed with 10 weeks of age at day 13 (colitic) and as control with 8 weeks of age at day 0 (non-colitic) of the 1.5% AOM/DSS protocol.

Notably, lean mice that developed colitis exhibited an adapted colonic microenvironment at day 13 that resembled the inflammatory state of non-colitic HFD-fed mice (Fig. 1a, b, d, e). Strikingly, HFD in colitic mice increased *Il6* expression and to a lower extent *Tnf*, *Il1β* and *Il10* (Fig. 1d). Although colitic mice, independent of diet, had similar presence of T cells and B cells in colons compared with non-colitic HFD-fed colons, expression of the Treg transcription factor FoxP3 was increased suggesting a shift in T-cell composition (Fig. 1b, e). Macrophages increased only in tendency in obese colitic colons (Fig. 1e). Thus, HFD feeding mimics the inflammatory phenotype found in colitis.

Colitis compromises the gut barrier function, reflected by rectal bleeding, by mounting immune responses against commensal factors such as bacterial lipopolysaccharides (LPS)^30^. To examine gut barrier function and rectal bleeding, we measured the presence of blood-abundant albumin in faeces of mice^31^. This analysis showed elevated immunoreactive albumin in the faeces of HFD-fed mice both under non-colitic and colitic conditions, indicating impaired gut barrier function (Fig. 1f). Further colonic investigation using endoscopy^32^ revealed elevated presence of dysplastic neoplasia in colitic HFD mice compared with NCD-fed mice (Fig. 1g). Importantly, macroscopic investigation of colons demonstrated an increased tumour burden in obese mice when compared with their lean littermates at day 62 (Fig. 1h and Supplementary Fig. 1i). Furthermore, colons of diet-induced obese mice were shortened, which is indicative of elevated inflammation and colitis (Supplementary Fig. 1j)^30^. Moreover, we observed an exaggerated immune cell infiltration into tumours of obese mice as determined by histochemistry using F4/80 and CD3 antibodies to identify macrophages and T cells (Supplementary Fig. 1k, l). Taken together, diet-induced obesity exaggerated colonic inflammation, impaired gut barrier function and enhanced CAC development. Furthermore, HFD-feeding *per se* induced colonic inflammation, and colitis in lean mice increased inflammation to levels of non-colitic HFD-fed mice. Importantly, of the investigated cytokines, only IL-6 was upregulated in colitis of obese mice implicating that IL-6 might have a role in obesity-induced CAC development.

### IL-6Rα deficiency in myeloid cells reduces CAC development

Next, we asked whether the obesity-induced elevation in IL-6 is driving CAC development. First, to identify the cell type that responds to IL-6 we induced CAC in lean and obese mice with conditional ablation of the IL-6Rα in all cells^33^ (*Il6rα*^*KO*^), in IECs (*Il6rα*^*IEC-KO*^)^27^, in mature T cells^34^ (*Il6rα*^*T-KO*^) or in the myeloid lineage^19^ (*Il6rα*^*myl-KO*^) using the 1.5% AOM/DSS protocol (Fig. 1c). As a consequence of Cre recombinase expression, exons 2 and 3 of the *Il6rα*^*FL*^ allele are excised to conditionally inactivate IL-6Rα in the respective cell type (Supplementary Fig. 2a-d). In line with a previous report employing IL-6 knockout mice, IL-6Rα deficiency protected against CAC development under lean and under obese conditions (Fig. 2a, b, Supplementary Fig. 2e–j)^25^. The cell type-specific inactivation of IL-6 signalling revealed that IEC-specific and T cell-specific inactivation of IL-6Rα did not decrease CAC development. However, myeloid lineage-specific IL-6Rα deficiency protected against CAC (Fig. 2a, b, Supplementary Fig. 2e-j). Macrophages can provide IL-6 and sIL-6Rα in CAC, but IL-6 signalling intrinsic in macrophages might also have a role in CAC^25^. To investigate whether neutralising IL-6 or sIL-6Rα affects CAC, we injected anti-IL-6 antibody or the designer cytokine soluble GP130 (sGP130Fc) before the colitis phase at day 3 of the 1.5% AOM/DSS protocol in lean and obese C57BL/6 mice. C57BL/6 mice had similar body weight loss in colitis independent of anti-IL-6 and sGP130Fc treatment under NCD and HFD conditions (Supplementary Fig. 2k, l). Of note, tumour numbers were only reduced in tendency upon neutralisation with anti-IL-6 in lean and obese mice (Fig. 2c, d, Supplementary Fig. 2m-r). On the other hand, lean and obese mice with blockade of sIL-6Rα signalling had similar tumour numbers independent of neutralisation (Fig. 2c, d). However, anti-IL-6 and sGP130Fc treatment in lean mice reduced afflicted colonic area (Supplementary Fig. 2m), which is in line with a previous report, demonstrating IL-6 deficiency reducing tumour area in CAC^25^. Of note, other IL-6-type cytokines such as CNTF that have not been blocked by antibody-mediated IL-6 depletion and blockade of sIL-6Rα via sGP130Fc might compensate in CAC development. Nevertheless, neutralising IL-6 and sIL-6Rα agents are less effective than genetic IL-6Rα ablation and in line with our previous experiments might even suggest macrophage-intrinsic IL-6 signalling functions impacting on CAC.

**Fig. 2:**
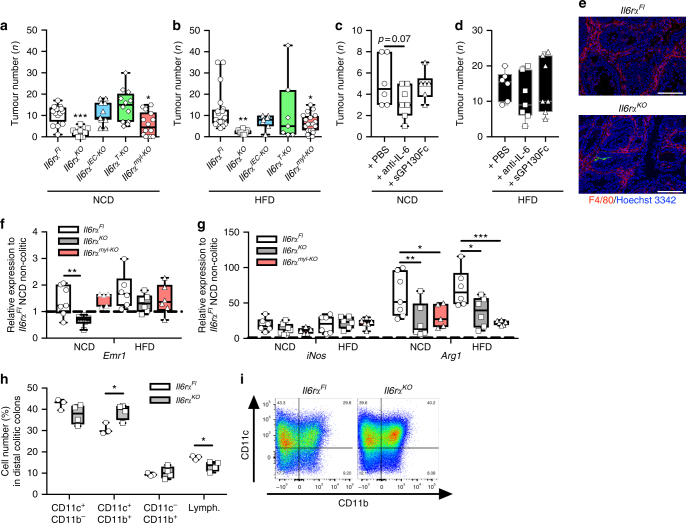
IL-6Rα deficiency in myeloid cells reduces CAC. AOM/DSS-induced tumour numbers in colons of **a** NCD-fed (*n* = 9–16) and **b** HFD-fed (*n* = 7–20) 17-week-old *Il6r*α^*Fl*^, *Il6r*α^*KO*^, *Il6r*α^*IEC-KO*^, *Il6r*α^*T-KO*^, *Il6r*α^*myl-KO*^ mice at day 62 of the 1.5% AOM/DSS protocol. Tumour numbers counted at day 62 of 17-week-old **c** NCD (*n* = 6–7) or **d** HFD (*n* = 6–7)-fed C57BL/6 mice injected with either PBS, 500 µg anti-IL-6 antibody or 150 μg sGP130Fc at day 3 of the 1.5% AOM/DSS protocol. **e** Representative immunofluorescent staining of macrophages using F4/80 antibody (red) counterstained by Hoechst 3342 (blue) in colons of 17-week-old HFD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice at day 62 of the 1.5% AOM/DSS protocol. **f**, **g** qPCR analysis of indicated gene expression in tumours (*n* = 6–7) of 17-week-old NCD or HFD-fed *Il6r*α^*Fl*^, *Il6r*α^*KO*^ and *Il6r*α^*myl-KO*^ mice at day 62 of the 1.5% AOM/DSS protocol, results are presented relative to non-colitic distal colon of *Il6r*α^*Fl*^ NCD at day 0. **h** Relative cell number (%) of CD11c^+^/ CD11b^−^ dendritic cells, CD11c^+^/CD11b^+^ and CD11c^−^/CD11b^+^ macrophages and CD11c^−^/CD11b^−^ lymphocytes from lymphocyte gate SSC/FSC in colitic colons of NCD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice at day 13 of the 1.5% AOM/DSS protocol. **i** Representative FACS plots of CD11c and CD11b expression in immune cells from **h**. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high-fat diet; CAC, colitis-associated colorectal cancer. Centre line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 two-tailed unpaired Student’s *t*-test **h**, one-way **a**–**d** or two-way ANOVA followed by Fisher LSD **f**,** g**. Scale bar, 100 μm

In this context, we have previously demonstrated that IL-6Rα deficiency in the myeloid compartment impedes M2 macrophage polarisation^19^. Furthermore, reports allocate M2-like macrophages a tumour-promoting function via angiogenic and immunomodulatory factors^35^. On the other hand, M1-like macrophages combat tumours via their proinflammatory and cytotoxic potential^36^. As we observed similar total macrophage numbers in tumour tissues independent of genotype (Fig. 2e, f), we next asked whether IL-6Rα deficiency might alter specific macrophage subsets in CAC. Thus, we examined gene expression to identify M1/*inducible nitric oxide synthase* (*iNos)*- and M2/*arginase* 1 (*Arg1*)-expressing macrophages on isolated tumour tissue derived from control, *Il6rα*^*KO*^ and *Il6rα*^*myl-KO*^ mice. This analysis revealed that IL-6Rα deficiency in macrophages largely prevented M2-like polarisation as evidenced by reduced *Arg1* expression, whereas *iNos* expression and thus M1 polarisation remained unaltered (Fig. 2g). Thus, a compromised M2 polarisation might hamper CAC in IL-6Rα-deficient mice. In line with this finding, fluorescence-activated cell sorting (FACS) analysis of immune cells revealed increases in CD11c^+^ M1 macrophages in colitis colons of *Il6rα*^*KO*^ mice, whereas the lymphocytes were reduced in Il-6rα-deficient colons (Fig. 2h, i). These findings suggest that a shifted macrophage polarisation capacity towards the inflammatory M1 lineage is contributing to the reduced CAC development found in *Il6rα*^*KO*^ and *Il6rα*^*myl -KO*^ mice.

Altered macrophage composition might affect DSS-induced colitis, impairments of gut barrier function and proliferation of IECs by providing growth factors and cytokines. In line with this evidence, increased inflammation and IEC death in a three times DSS-mediated colitis of IL-6-deficient mice is a result of impaired IL-6-mediated signal transducer and activator of transcription 3 (Stat3) action providing survival capacities in normal and premalignant IECs^25^. However, colitis symptoms such as weight loss and faecal albumin were comparable between control and *Il6rα*^*KO*^ mice under NCD and HFD conditions, which might be a consequence of the mild HFD-adapted CAC protocol applied here (Supplementary Fig. 3a–d). Moreover, even colitis-associated proliferation as examined via western blot analyses against the proliferation marker proliferating cell nuclear antigen (PCNA) was similarly detectable in control and IL-6Rα-deficient samples during colitis (Supplementary Fig. 3e, f). In contrast, IL-6Rα-deficient tumours had less PCNA immunoreactivity compared with control tumours, whereas tumours from HFD-fed control mice had increased PCNA levels indicative of increased proliferation compared with NCD-fed controls (Supplementary Fig. 3g, h). Furthermore, decreased proliferation of IL-6Rα-deficient tumours was confirmed via Ki67 staining (Supplementary Fig. 3i, j). Thus, whereas colitis and colitis-associated proliferation is not affected by IL-6Rα deficiency, tumours of *Il6rα*^*KO*^ mice exhibited less PCNA and Ki67 reactivity. Hence, the altered macrophage composition in IL-6Rα-deficient mice is not affecting the colitis phase of CAC but impacts on later stages of tumourigenesis.

### IL-6Rα deficiency attenuates M2-mediated CCL-20 expression

To gain further insights into the molecular mechanisms that promote CAC via obesity-induced IL-6, we compared global gene expression in obese control vs IL-6Rα-deficient tumour samples by microarray. 

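For this comparison, RNA from colon tumours of 3 HFD-fed *Il6rα* Fl control mice and 3 HFD-fed *Il6rα* KO mice was hybridised to Affymetrix Mouse Gene ST arrays, 1 array per sample. The mice had been on the HFD from 3 weeks of age, received AOM at 8 weeks and 1.5% DSS for 5 days, and were killed on day 62. The methods name Affymetrix Power Tools and the robust multiarray average method (RMA) for background correction, quantile normalisation and summarisation, and the deposited values are log2 expression per probe set. Of 28815 probe sets, 22701 carry a single gene symbol. Where a gene had several of these, the probe set with the highest mean over the 6 arrays was used, which gave 20601 genes. Each gene was compared between *Il6rα* KO and control tumours with limma, whose test shares the spread across genes. A gene was called at the thresholds of the methods, a p of at most 0.025 before adjustment and a fold change above 1.5, and p-values were also adjusted over all genes by the method of Benjamini and Hochberg. The number of arrays limits the precision: an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. Expression of *Il6ra*, the targeted gene, was 6.72 ± 0.338 (SD, n = 3) in control tumours and 6.43 ± 0.163 (SD, n = 3) in *Il6rα* KO tumours. This is a log2 change of −0.28 (standard error 0.26, adjusted p = 0.587 from limma), which was −0.47 without control replicate 2, −0.14 without control replicate 3, −0.12 after median centring and −0.11 after cyclic loess, and turned to 0.017 when arrays were weighted by their fit. Its probe set of 30 probes spans 89673246 to 89717084 on chromosome 3 of NCBIM37 and gives a single value for the transcript. The knockout excises exons 2 and 3, which this value does not separate, so that it need not fall and is a weak check of the labels. The paper measured *Il6ra* by qPCR in control and *Il6rα* KO colons (Supplementary Fig. 2a). Across genes, which are not independent replicates, the 3 *Il6rα* KO arrays correlated with r from 0.978 to 0.992 and the 3 control arrays with r from 0.749 to 0.926. Control replicate 3 stood apart. The SD of its values was 1.37, against 1.59 and 1.93 in the other control arrays and 1.73 to 1.79 in the *Il6rα* KO arrays, so that it stays open whether the 6 arrays were quantile-normalised together. In the 2060 brightest genes its values lay at a median of −1.51 relative to the other control arrays, and in the 2061 dimmest genes at 0.56. Over all genes the median log2 change between genotypes was −0.16, which median centring of the arrays moved to 0.00. Gene lists for the cell types and pathways of colon tumours were fixed before the data were examined, and 35 lists had at least 5 measured genes.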

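Genes of absorptive colonocytes and of mucus-secreting goblet cells were higher in *Il6rα* KO tumours than in control tumours. Of 25 absorptive genes measured, 13 rose and none fell (14 rose when adjusted over the list alone), with a median log2 change of 1.18 against −0.16 over all genes. Among them, the water channel *Aqp4* rose by 1.92 (standard error 0.42), the carbonic anhydrase *Car1* by 2.47 (standard error 0.71) and *Tmigd1* by 1.18 (standard error 0.28). Of 14 goblet genes, 4 rose and none fell (3 rose when adjusted over the list alone). *Retnlb*, which encodes the goblet cell product RELM-β, had the largest rise, from 5.51 ± 0.230 (SD, n = 3) to 9.28 ± 0.472 (SD, n = 3), or 13.6-fold. *Ang4*, a secreted antimicrobial ribonuclease, rose by 2.85 (standard error 0.38). The camera test of limma, with its preset correlation between genes of 0.01, gave adjusted p = 1.27e-12 for the absorptive genes and 5.39e-08 for the goblet genes. Neither call was made with an estimated correlation (adjusted p = 0.367 and 0.524 with an estimated correlation). Control replicate 3 had the lowest values of both lists, and without it the medians were 0.73 and 0.28 (camera adjusted p = 2.40e-17 and 6.05e-07) and *Car1* had 1.51. After cyclic loess the goblet median was 0.42, and with the methods' t-test *Car1* was not called. Part of the rise goes with brightness. Random genes of like expression had a median of 0.47, against 1.12 for the 39 genes of both lists, a comparison chosen after seeing the data.

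**Figure D1:**
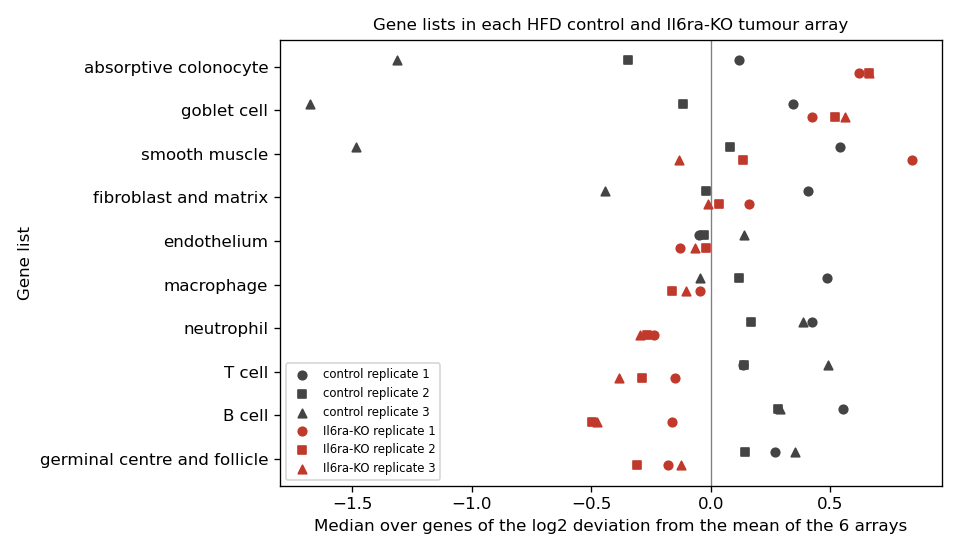
Gene lists in each array, with each HFD control tumour in black and each *Il6rα* KO tumour in red. The horizontal axis gives the median over a list's genes of the log2 deviation from the mean of the 6 arrays, and each row is 1 list. For the absorptive genes, the *Il6rα* KO tumours lie at 0.62 to 0.66 and control replicate 3 at −1.31; for the B cell genes, the *Il6rα* KO tumours lie at −0.50 to −0.16 and the control tumours at 0.28 to 0.55.

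Among the largest falls were *Igh-6*, annotated as the immunoglobulin heavy chain of IgM, 4.29-fold lower, and the cytokine-induced ubiquitin-like modifier *Ubd* with a log2 change of −1.89 (standard error 0.47). Another was *Il22ra2*, a soluble receptor that binds IL-22, with −1.51 (standard error 0.34). *Igh-6* was 2.84-fold lower without control replicate 1 and 6.48-fold lower without control replicate 3. Its *Il6rα* KO values (3.05, 3.67 and 3.72) lay near the 5th percentiles of those arrays (3.55, 3.58 and 3.61), so that the size of its fold is uncertain. Its 9 probes span only 117190725 to 117191057 on chromosome 12. Whether they cover the constant region was not tested, so that the fall cannot be read as one of IgM heavy chain expression. With the methods' t-test *Igh-6* and *Ubd* were not called, and after cyclic loess *Igh-6* and *Il22ra2* were not (log2 changes −1.84 and −1.19). Of 9 MHC class II genes, *H2-Eb2* fell by 0.86 (standard error 0.26), none rose, none passed when adjusted over the list alone, and 8 had a lower mean. Their median was −0.59 (camera adjusted p = 0.0153; adjusted p = 0.607 with an estimated correlation), and it was −0.35 without control replicate 1 (adjusted p = 0.642) and −0.96 without control replicate 3. The *H2-Eb2* call was lost without *Il6rα* KO replicate 2 (log2 change −0.86), without *Il6rα* KO replicate 3 (−0.76) and with array weights (−0.58). Of 14 genes of enteric neurons and glia, *Elavl4* and *Stmn2* fell, none rose, none passed when adjusted over the list alone, and 13 had a lower mean (median −0.46, camera adjusted p = 0.00154; adjusted p = 0.367 with an estimated correlation). The median was −0.20 after cyclic loess and −0.28 after quantile normalisation, an alternative chosen after seeing the data. The list of enteric neurons and glia was not compared with random genes of like expression. *Elavl4* and *Stmn2* missed the thresholds after cyclic loess (log2 changes −0.49 and −0.45) and without control replicate 2 (−0.79 and −0.69), *Il6rα* KO replicate 2 (−0.77 and −0.62) or *Il6rα* KO replicate 3 (−0.80 and −0.65). In all, 447 genes were higher and 256 lower at the study's thresholds. A p of at most 0.025 was reached by 447 genes in the higher and 256 in the lower direction, where chance gives 258 in each. By this count the lower genes of this fit are no more than chance gives, if p-values spread evenly where nothing changes. This does not hold for every alternative. *Retnlb* alone passed after adjustment (adjusted p = 0.0201 from limma). The 3 values of one genotype all lay above those of the other for 15.9% of genes, where chance gives 10%. Of these genes, 1972 were lower and 1296 higher in *Il6rα* KO tumours, so by this measure the lower direction held more. This separation was not corrected for the median log2 change of −0.16 over all genes. At the study's thresholds, the counts of higher and lower genes were 3358 and 4079 without control replicate 1, 161 and 80 without control replicate 2, and 572 and 500 without control replicate 3. They were 229 and 127 without *Il6rα* KO replicate 1, 123 and 41 without *Il6rα* KO replicate 2, and 136 and 42 without *Il6rα* KO replicate 3. After median centring they were 458 and 118, after cyclic loess 949 and 363, and with trend and robust eBayes 368 and 356. With the methods' t-test the balance turned, to 169 higher and 196 lower genes, as it did with the deposited p-values, an alternative chosen after seeing the data (76 and 139). After adjustment, 5597 genes passed without control replicate 1, 72 without control replicate 3, and none without any other single array.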

Although examination of upregulated genes failed to clearly identify pathways, a detailed analysis of downregulated genes revealed that the TME has been altered in the absence of IL-6 signalling (Fig. 3a, Supplementary Table 1). Gene Ontology analyses revealed that cell recruitment was impaired in knockout tumours compared with controls. 

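Neutrophil genes were lower in *Il6rα* KO tumours, and so were genes of chemokine receptors. Of 16 neutrophil genes, 4 fell, none rose and 15 had a lower mean (2 fell when adjusted over the list alone). The gelatinase gene *Mmp9* had a log2 change of −0.96 (standard error 0.25), and *S100a9* and *S100a8*, the subunits of calprotectin, had −0.85 (standard error 0.23) and −1.02 (standard error 0.34). The median of the list was −0.61 (camera adjusted p = 6.71e-05; adjusted p = 0.333 with an estimated correlation), against −0.30 after cyclic loess and −0.37 after quantile normalisation, which was chosen after seeing the data. Of 18 chemokine receptor genes, 15 had a lower mean, *Ccr6* and *Il8rb*, a receptor of neutrophil-attracting chemokines, fell, and none rose or passed when adjusted over the list alone. Their median was −0.46 (camera adjusted p = 0.00631; adjusted p = 0.363 with an estimated correlation), and the call was lost without control replicate 1 (adjusted p = 0.0595). After cyclic loess the median was −0.23. Of 31 chemokine genes, *Ccl20* and *Ccl5* fell and *Ccl11*, which attracts eosinophils, rose by 0.78 (standard error 0.24), none of them when adjusted over the list alone. Although 24 had a lower mean (median −0.33), the list did not pass (camera adjusted p = 0.0812), but it did without control replicate 3 (adjusted p = 1.25e-04, median −0.22) or *Il6rα* KO replicate 2 (0.0251, median −0.35) and after cyclic loess (0.0450, median −0.12). Of the cell recruitment factors drawn in Fig. 3b, 17 were measured, of which 10 fell, 3 rose and 4 did not pass. This list was chosen by the study on these samples, so its direction is not independent evidence. The growth factor midkine, *Mdk*, had a log2 change of −0.81 (standard error 0.23), and the lipid-sensing nuclear receptor *Pparg* rose by 1.36 (standard error 0.40). The fold changes of all 17 match those printed in the figure. Several of these calls were lost when 1 array was left out, some of them with little change in size. The count of lower genes over all genes fell as well, from 256 to 41 without *Il6rα* KO replicate 2 and 42 without replicate 3. *Mmp9* missed the threshold on p without *Il6rα* KO replicate 2 (log2 change −0.84), *S100a9* without *Il6rα* KO replicate 1 (−0.84) or 3 (−0.79), *S100a8* without control replicate 2 (−1.12) or any *Il6rα* KO array (−1.13 to −0.81), and *Il8rb* without control replicate 1 (−0.67) or 2 (−0.98) or *Il6rα* KO replicate 1 (−0.69) or 2 (−0.73). *Ccl11* missed it without control replicate 2 (0.76) or *Il6rα* KO replicate 2 (0.64) or 3 (0.78), *Mdk* without control replicate 2 (−0.80) or *Il6rα* KO replicate 2 (−0.73) or 3 (−0.80), and *Pparg* without *Il6rα* KO replicate 2 (1.29). With the methods' t-test *S100a8*, *Il8rb* and *Pparg* were not called, and after median centring *S100a8* (−0.86) and *Il8rb* (−0.68) were not. Cyclic loess ended the calls of *Mmp9* (−0.63), *S100a8* (−0.71), *Il8rb* (−0.56), *Ccl11* (0.27) and *Mdk* (−0.49) and left *Pparg* at 0.88. After cyclic loess, 15 of the 41 measured genes of Fig. 3b and Fig. 4a passed, against 34 before.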

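The chemokine genes *Ccl20* and *Ccl5* were both lower in *Il6rα* KO tumours. *Ccl20*, whose product attracts cells that carry CCR-6, was expressed at 6.85 ± 0.544 (SD, n = 3) in control tumours and 5.69 ± 0.204 (SD, n = 3) in *Il6rα* KO tumours, a 2.22-fold lower expression. *Ccl5*, whose product attracts T cells and monocytes, was expressed at 7.96 ± 0.158 (SD, n = 3) in control tumours and 7.10 ± 0.106 (SD, n = 3) in *Il6rα* KO tumours, a 1.82-fold lower expression. The probe set of *Ccl20* spans 83113357 to 83123252 on chromosome 1 of NCBIM37 and that of *Ccl5* 83339280 to 83344020 on chromosome 11. On the log2 scale *Ccl20* fell by 1.15 (standard error 0.31) and *Ccl5* by 0.86 (standard error 0.23). Both passed the study's thresholds with limma, which make no adjustment for the number of genes, and each had an adjusted p = 0.531. For each gene, all 3 *Il6rα* KO tumours lay below all 3 control tumours (two-sided exact permutation test, p = 0.1, the smallest possible). The *Ccl20* call was lost with the methods' t-test, after median centring (log2 change −0.99), cyclic loess (−0.90) or quantile normalisation (−0.88), the last an alternative chosen after seeing the data, and without *Il6rα* KO replicate 3 (−1.04). That of *Ccl5* was lost without *Il6rα* KO replicate 2 (−0.87) or 3 (−0.81).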

Here, important chemoattractants such as *Ccl20* and *Ccl5* were downregulated in the microarray of IL-6Rα-deficient tumours (Fig. 3b). *Ccl20* and its unique receptor *Ccr6* were among the 30 genes that were downregulated the highest in IL-6Rα-deficient tumours (Fig. 3a, Supplementary Table 1). However, although expression of *Ccl5* and its receptors *Ccr1* and *Ccr3* were not affected by IL-6Rα deficiency in CAC, expression levels of *Ccl20* and of its unique receptor *Ccr6* were reduced in knockout tumours (Fig. 3c). 

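On the arrays, *Ccr6*, the receptor gene carried by B cells and by subsets of T cells, was expressed at 6.23 ± 0.0537 (SD, n = 3) in control tumours and 5.26 ± 0.371 (SD, n = 3) in *Il6rα* KO tumours, a 1.96-fold lower expression. Its log2 change was −0.97 (standard error 0.26, adjusted p = 0.531 from limma), and the genotypes did not overlap (two-sided exact permutation test, p = 0.1). The probe set lies on chromosome 17 of NCBIM37 from 8429077 to 8450006. Ordered by fold change, *Ccl20* was in place 23 and *Ccr6* in place 55 of the 256 genes lower at the study's thresholds. Without control replicate 1 they were in places 1529 and 1060, and with the methods' t-test *Ccr6* was in place 23 and *Ccl20* was not called. Among the 11 measured genes of γδ T cells and type 17 lymphoid cells, *Ccr6* fell, none rose, 10 had a lower mean, and none passed when adjusted over the list alone. The list as a whole did not pass (median −0.37, camera adjusted p = 0.0884; adjusted p = 0.634 with an estimated correlation), and its median was −0.21 without control replicate 3, −0.23 without *Il6rα* KO replicate 3 and −0.14 after cyclic loess. The *Ccr6* call was lost after cyclic loess (log2 change −0.65) and without *Il6rα* KO replicate 2 (−0.76).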

Consistently, *Ccl20* and *Ccr6* were elevated in non-colitic obese mice (Fig. 3d). Moreover, *Ccl20* and *Ccr6* increased in obese control tumours and were downregulated in non-tumour tissue and tumours of obese IL-6Rα-deficient mice (Fig. 3e–g). Thus, we assumed that chemoattraction of cells via the CCL-20/CCR-6 axis might affect CAC, whereas the source for CCL-20 is unclear.

**Fig. 3:**
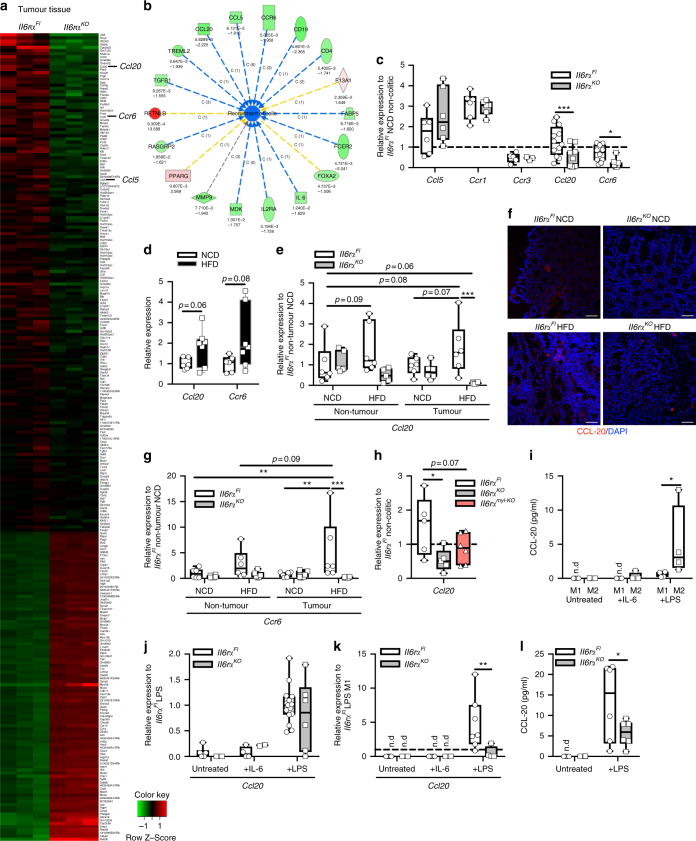
IL-6-polarised M2 macrophages express CCL-20. **a** Heat map of differently expressed transcripts in tumours derived from 17-week-old HFD-fed *Il6r*α^*Fl*^ versus *Il6r*α^*KO*^ mice at day 62 of the 1.5% AOM/DSS protocol, assessed with a cutoff of a change in expression of 1.5-fold and *p*-value ≤ 0.025. **b** IPA analysis diagram of downregulated (green) and upregulated (red) cell recruitment factors in tumour tissues derived from 17-week-old HFD-fed *Il6r*α^*Fl*^ versus *Il6r*α^*KO*^ mice at day 62 of the 1.5% AOM/DSS protocol. Upper number represent respective *p*-value, lower number fold change. **c** qPCR analysis of indicated gene expression in tumours of 17-week-old HFD-fed *Il6r*α^*Fl*^ versus *Il6r*α^*KO*^ (*n* = 6–12) at day 62 of the 1.5% AOM/DSS protocol, results are presented relative to non-colitic NCD *Il6r*α^*Fl*^ colons at day 0. **d** qPCR analysis of indicated gene expression in distal colons of 8-week-old NCD (*n* = 6) and HFD (*n* = 7) fed C57BL/6 mice. **e** qPCR analysis of *Ccl20* expression in non-tumour tissue and tumours of 17-week-old NCD and HFD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice (*n* = 6) at day 62 of the 1.5% AOM/DSS protocol, results are presented relative to NCD *Il6r*α^*Fl*^ non-tumour at day 62. **f** Representative immunofluorescent stainings of CCL-20 (red) expression in colons of 17-week-old NCD and HFD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice at day 62 of the 1.5% AOM/DSS protocol. **g** qPCR analysis of *Ccr6* expression in non-tumour tissue and tumours of 17-week-old NCD and HFD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice (*n* = 6) at day 62 of the 1.5% AOM/DSS protocol, results are presented relative to NCD *Il6r*α^*Fl*^ non-tumour at day 62. **h** qPCR analysis of *Ccl20* gene expression in F4/80 MACS-purified macrophages from colitic colons of 10-week-old NCD-fed *Il6r*α^*Fl*^, *Il6r*α^*KO*^ and *Il6r*α^*myl*-*KO*^ (*n* = 6) at day 13 of the 1.5% AOM/DSS protocol, results are presented relative to macrophages F4/80 MACS sorted from non-colitic *Il6r*α^*Fl*^ colons. **i** CCL-20 produced by M1- and M2-polarised BMDM from control mice (*n* = 4) stimulated 24 h with IL-6 or LPS as examined by ELISA. qPCR analysis of *Ccl20* gene expression in **j** M1 (*n* = 4–15) or **k** M2 (*n* = 7)-polarised BMDM stimulated with IL-6 or LPS for 8 h from *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice, results are presented relative to LPS-stimulated *Il6r*α^*Fl*^ M1. **l** CCL-20 produced by M2-polarised BMDM stimulated 36 h with LPS from *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice (*n* = 6) as examined by ELISA. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high-fat diet; IPA, Ingenuity pathway analysis; MACS, magnetic-activated cell sorting; BMDM, bone marrow-derived macrophages; n.d., not determined. centre line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 two-tailed unpaired Student’s *t*-test **d**, one-way **h** or two-way ANOVA followed by Fisher LSD **c**, **e**, **g**, **i**, **j**, **k**, **l**. Scale bar, 50 μm

CCL-20/macrophage inflammatory protein-3α derives from macrophages in numerous types of tumours, which causes the recruitment of CCR-6-expressing lymphocytes^37–39^. To this end, we Magnetic-activated cell sorting (MACS)-separated macrophages and IECs from colitic colons derived from control, *Il6rα*^*KO*^ and *Il6rα*^*myl-KO*^ mice and subjected them to qPCR to examine *Ccl20* expression. This analysis revealed increased *Ccl20* expression in control macrophages isolated from colitic colons when compared with IL-6Rα-deficient macrophages (Fig. 3h), whereas IL-6Rα inactivation via LysM-Cre had a tendency towards reduced *Ccl20* expression (Fig. 3h). However, also control IEC samples exhibited increased *Ccl20* expression in colitis either via IEC-derived *Ccl20* expression or potentially via contaminating macrophages in the samples (Supplementary Fig. 4a). From our previous experiments that demonstrate IL-6 signalling in macrophages as crucial mediator in CAC, we speculated that intestinal macrophages are a main source of CCL-20 in CAC. Therefore, IL-6 signalling in macrophages might either directly control CCL-20 expression on the transcriptional level or indirectly via its ability to polarise towards M2 macrophages. To test these hypotheses, we generated bone marrow-derived macrophages (BMDM) from control C57BL/6 mice and polarised them towards M1 via LPS/interferon-γ (IFNγ) treatment or to M2 via IL-4/IL-6 treatment. Examination of CCL-20 in the supernatant revealed that IL-6 stimulation did not directly induce CCL-20 expression in both M1 and M2 (Fig. 3i). However, LPS stimulation mimicking invading commensals increased CCL-20 in M2 compared to LPS-stimulated M1 macrophages (Fig. 3i). This experiment revealed that IL-6 indirectly controls CCL-20 expression in macrophages via its ability to polarise towards M2-type macrophages.

To confirm that IL-6Rα-deficient macrophages fail to produce CCL-20, we subjected control and *Il6rα*^*KO*^ BMDM to M1 and M2 protocols and stimulated them with IL-6 and LPS, respectively. Consistent with our previous finding, IL-6Rα-deficient M2 had a blunted ability to differentiate into M2 macrophages substantiated by a compromised upregulation of M2 markers *Arg1* and *Il4rα* upon IL-6 stimulation (Supplementary Fig. 4b, c). Of note, M1 differentiation was similar between control and IL-6Rα-deficient macrophages as revealed by *iNos* expression (Supplementary Fig. 4d). Whereas IL-6 stimulation of M1 and M2 showed undeterminable *Ccl20* expression, LPS-stimulated control M2 increased *Ccl20* expression compared with the blunted response in IL-6Rα deficiency (Fig. 3j, k). Furthermore, control M2 secreted more CCL-20 compared with IL-6Rα-deficient BMDM in the M2 protocol under LPS-stimulated conditions (Fig. 3l). Thus, CCL-20 expression in macrophages is not directly controlled via IL-6-induced transcriptional regulation but instead, IL-6 polarises macrophages in the TME towards M2 capable to produce CCL-20 upon exposure to commensal antigens such as LPS.

Collectively, these experiments suggest that CCL-20 is expressed by M2-type macrophages in colitis and that the inability of IL-6Rα-deficient macrophages to polarise towards M2-type impedes on CCL-20 expression and presumably on recruitment of CCR-6-expressing cells. Thus, the CCL-20/CCR-6 axis might recruit cell types that promote CAC development.

### IL-6Rα-deficient tumours have reduced lymphocyte quantity

CCR-6, the unique receptor for CCL-20, is mainly expressed on T and B lymphocytes and CCR-6 binding to CCL-20 causes chemoattraction of these cells towards the CCL-20 source^40–43^. 

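In the microarray of HFD-fed tumours, genes that mark B cells and T cells were lower in *Il6rα* KO tumours than in control tumours. *Pax5*, the transcription factor that holds B cell identity, was 2.20-fold lower, with a log2 change of −1.14 (standard error 0.30). Expression of *Cd4*, the coreceptor of helper T cells, was 6.39 ± 0.0278 (SD, n = 3) in control tumours and 5.59 ± 0.211 (SD, n = 3) in *Il6rα* KO tumours, a 1.74-fold lower expression. Of the B cell genes, *Cd22*, an inhibitory coreceptor, had a log2 change of −0.81 (standard error 0.23), the BAFF receptor gene *Tnfrsf13c* −0.82 (standard error 0.25) and the kinase gene *Btk* −0.77 (standard error 0.24). *Cd79a*, which encodes a signalling chain of the B cell receptor, had −0.59 (standard error 0.28) and did not pass. Without control replicate 3, *Cd79a* had −0.81 and passed. Of the T cell genes, *Cd3d* and *Cd3e*, chains of the T cell receptor complex, had log2 changes of −0.93 (standard error 0.30) and −0.71 (standard error 0.24), and *Il2ra*, a chain of the IL-2 receptor, had −0.79 (standard error 0.23).

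**Figure D2:**
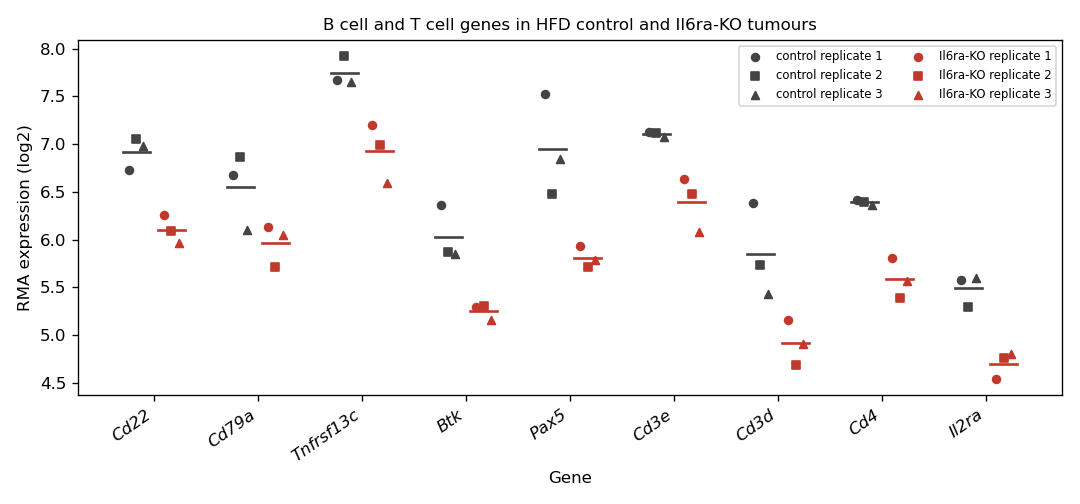
RMA expression on the log2 scale of 9 B cell and T cell genes, with control tumours in black, *Il6rα* KO tumours in red, 1 symbol per array and a line at each mean. All *Il6rα* KO tumours lie below all control tumours for each gene except *Cd79a*, where *Il6rα* KO replicate 1 lies at 6.13 and control replicate 3 at 6.10.

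The genes of the figure other than *Cd79a* were called at the study's thresholds with limma, each with adjusted p = 0.531. *Pax5* was called whichever array was left out. The other 7 lost the call without *Il6rα* KO replicate 2 (log2 changes −0.85 to −0.70) and without *Il6rα* KO replicate 3 (−0.92 to −0.55). *Cd22*, *Tnfrsf13c*, *Btk*, *Cd3e*, *Cd3d* and *Cd4* lost it also without control replicate 2 (−0.98 to −0.70), and *Btk* and *Il2ra* without *Il6rα* KO replicate 1 (−0.79 and −0.71). With the methods' t-test, *Cd3d* was not called. After cyclic loess, *Cd22*, *Tnfrsf13c*, *Pax5* and *Cd3e* were called and *Btk*, *Cd3d*, *Cd4* and *Il2ra* were not (−0.60 to −0.45), and after median centring *Btk*, *Cd3e*, *Cd3d* and *Il2ra* were not (−0.77 to −0.55). With array weights *Pax5* had −0.73, and *Il2ra* was not called (−0.55).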

In line with this fact, investigation of gene expression data from the microarray demonstrated that lymphocyte-specific genes, such as *Cd19*, *Cd22*, *Cd79A*, *B cell activating factor receptor* (*Baff-R*), *Burton’s tyrosine kinase* (*BTK*) and *paired box protein 5* (*Pax5*) for B cells and *Cd3ε, Cd3δ, Cd4* and *Il2rα* for T cells, were downregulated in IL-6Rα-deficient tumours (Figs. 3a and 4a, Supplementary Table 1). Furthermore, Gene Ontology analysis revealed a reduced quantity of B cells and T cells in CAC in the absence of IL-6Rα signalling (Fig. 4a). 

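As groups, B cell genes and T cell genes were both lower in *Il6rα* KO tumours. Of 23 B cell genes measured, 12 fell and none rose, and 21 had a lower mean, with a median log2 change of −0.78. When adjusted over the list alone, 12 fell. Examples are *Spib*, a transcription factor of B cells, with −1.04 (standard error 0.25), and *Fcer2a*, the low-affinity IgE receptor, with −1.03 (standard error 0.28). Both are also drawn in the study's figures, chosen on these samples. The study likewise named T cell genes such as *Cd3e* from these samples, so neither list test is wholly independent evidence. Of 28 T cell genes, 6 fell, none rose and all had a lower mean, with a median of −0.50 and none when adjusted over the list alone. The T cell median was −0.29 after cyclic loess and −0.32 after quantile normalisation, which was chosen after seeing the data. The camera adjusted p was 1.62e-08 for B cells and 8.61e-07 for T cells. With an estimated correlation neither list passed (adjusted p = 0.367 and 0.363 with an estimated correlation). The fry test of limma, which asks whether the genes of a list move on balance one way, gave adjusted p = 0.0556 and 0.0454. Both lists passed with camera whichever array was left out, and *Fcer2a* lost its call without *Il6rα* KO replicate 2 (log2 change −0.78). After cyclic loess *Spib* (−0.72) and *Fcer2a* (−0.71) were not called. Of 17 genes of germinal centres and lymphoid follicles, *Fcer2a* and *Tnfsf11*, which encodes RANKL, fell, none rose, and none passed when adjusted over the list alone (median −0.49, camera adjusted p = 0.00160; adjusted p = 0.333 with an estimated correlation). That list did not pass without control replicate 1 (adjusted p = 0.0963), and after cyclic loess its median was −0.27. *Tnfsf11* had a log2 change of −0.85 (standard error 0.27) and missed the thresholds without control replicate 2 (−0.84) or *Il6rα* KO replicate 2 (−0.85) or 3 (−0.65). Of 15 genes of NK and cytotoxic cells, all had a lower mean, *Ccl5* fell, none rose, and none passed when adjusted over the list alone (median −0.35, camera adjusted p = 0.0156; adjusted p = 0.607 with an estimated correlation). Without control replicate 3 their median was −0.13 (adjusted p = 0.0944), after cyclic loess −0.08 (adjusted p = 0.185), and without control replicate 1 −0.53. The NK and cytotoxic list was not compared with random genes of like expression. Of 11 genes of regulatory T cells, *Il2ra* fell, 10 had a lower mean, and the list did not pass (median −0.38, adjusted p = 0.154; adjusted p = 0.607 with an estimated correlation), with a median of −0.16 without control replicate 3. Of 12 plasma cell genes, 2 fell, none rose, and the list did not pass (median −0.11, adjusted p = 0.676; adjusted p = 0.771 with an estimated correlation). Its median turned to 0.05 without control replicate 1 and to 0.03 after cyclic loess, and was −0.23 without control replicate 2 and −0.17 without control replicate 3. Of the genes drawn in Fig. 4a, 33 were measured, of which 27 fell, 2 rose and 4 did not pass. They too were chosen by the study on these samples, so that their direction is not independent evidence, and their fold changes match those printed in the figure. From the lower lymphocyte genes, together with qPCR and staining of tumours and FACS of colitic colons, the paper concludes that fewer CCR-6-expressing lymphocytes are present in IL-6Rα-deficient CAC. It proposes that the attraction of these cells into the TME is impaired.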

To further validate these findings, we performed qPCR and immunohistochemistry of tumours to detect Treg, αβ T cells, γδ T cells and B cells (Fig. 4b–e). Indeed, the qPCR experiments confirmed the reduction of these lymphocyte subsets in IL-6Rα-deficient tumours when compared with controls (Fig. 4b). Notably, these data are in line with our previous observation of reduced lymphocyte counts in IL-6Rα-deficient mice in colitis (Fig. 2h, i). To quantify CCR-6^+^ lymphocyte recruitment in 1.5% AOM/DSS-induced colitis, we examined total cell numbers from non-colitic and colitic control as well as IL-6Rα-deficient colons by FACS (Fig. 4f–h). Although consistent to our previous data, similar macrophage numbers were observed in control and IL-6Rα-deficient colons, IL-6Rα deficiency largely attenuated lymphocyte recruitment in colitis (Fig. 4f). Using specific antibodies in FACS to detect CD19-expressing B cells and γδ as well as αβ T-cell receptor-expressing T cells revealed that these lymphocyte subsets were reduced in the colitis colons of knockout animals (Fig. 4g). Furthermore, co-staining with CCR-6 antibody revealed that the majority of B cells and γδ T cells in colitis express CCR-6, whereas only a minority of αβ T cells express the CCR-6 receptor (Fig. 4h) when compared with their total numbers (Fig. 4g). Taken together, these findings clearly demonstrate the reduced presence of CCR-6-expressing lymphocytes in IL-6Rα-deficient CAC and imply an impaired chemoattractance of these cells into the CAC TME of IL-6Rα-deficient animals.

**Fig. 4:**
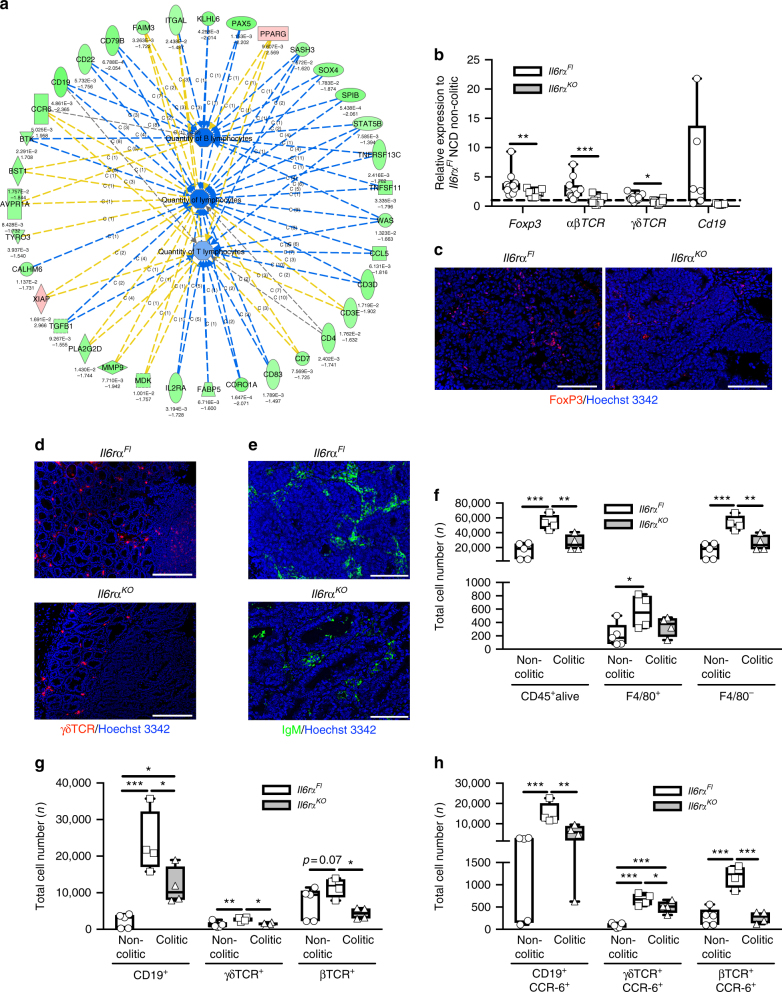
IL-6Rα deficiency compromises CCR-6-expressing lymphocyte recruitment in CAC. **a** IPA analysis diagram of quantity of downregulated (green) and upregulated (red) lymphocyte-specific genes in tumours derived from 17-week-old HFD-fed *Il6r*α^*Fl*^ versus *Il6r*α^*KO*^ mice at day 62 of the 1.5% AOM/DSS protocol. Upper number represent respective *p*-value, lower number fold change. **b** qPCR analysis of indicated gene expression in tumours of 17-week-old *Il6r*α^*Fl*^ versus *Il6r*α^*KO*^ (*n* = 6–12) mice at day 62 after the 1.5% AOM/DSS protocol, results are presented relative to NCD *Il6r*α^*Fl*^ non-colitic colons. Representative immunofluorescent stainings of **c** FoxP3 (red), **d** γδTCR (red) and **e** IgM (*green*) expressing cells in colons from 17-week-old HFD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice at day 62 of the 1.5% AOM/DSS protocol counterstained with Hoechst 3342. **f** Total number of CD45^+^, F4/80^+^ and F4/80^−^ cells isolated from non-colitic and colitic colons at day 0 or day 13 of the 1.5% AOM/DSS protocol in 8- and 10-week-old NCD-fed *Il6r*α^*Fl*^ (*n* = 4–5) versus *Il6r*α^*KO*^ (*n* = 4) mice. **g** Total number of CD19^+^, γδTCR^+^ and βTCR^+^ cells isolated from non-colitic and colitic colons at day 0 or day 13 of the 1.5% AOM/DSS protocol in 8 and 10-week-old NCD-fed *Il6r*α^*Fl*^ (*n* = 4–5) versus *Il6r*α^*KO*^ (*n* = 4) mice. **h** Total number of CD19^+^CCR-6^+^, γδTCR^+^CCR-6^+^ and βTCR^+^CCR-6^+^ cell isolated from non-colitic and colitic colons at day 0 or day 13 of the 1.5% AOM/DSS protocol in 8- and 10-week-old NCD fed *Il6r*α^*Fl*^ (*n* = 4–5) versus *Il6r*α^*KO*^ (*n* = 4) mice. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high-fat diet; IPA, Ingenuity pathway analysis; CAC, colitis-associated colorectal cancer. Centre line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 two-tailed unpaired Student’s *t*-test **b**, one-way ANOVA followed by Fisher LSD **f**–**h**. Scale bar, 100 μm **c**,** e**, 200 μm **d**

### CCR-6^+^ lymphocytes promote CAC development

To directly examine whether the CCL-20/CCR-6 axis is necessary for lymphocyte recruitment during colitis, we investigated CCR-6-deficient mice (*Ccr6*^*KO*^) in our CAC model^44^. During the colitis phase, CCR-6-deficient mice exhibited reduced weight loss (Fig. 5a). Importantly, colons from colitic control *Ccr6*^*WT*^ mice had increased *Ccr6* expression at day 13 compared with non-colitic controls, whereas consistently *Ccr6* expression was absent in *Ccr6*^*KO*^ mice (Fig. 5b). Colitic colons derived from *Ccr6*^*KO*^ animals had reduced expression of markers for Tregs, αβ T cells, and B cells, but not of γδ T cells and macrophages (Fig. 5c). Concomitantly, expression of *Il6*, *Tnf* and *Il1β* were reduced in colitis colons of CCR-6-deficient mice (Fig. 5d). Thus, these analyses demonstrate that CCR-6-expressing cells are recruited during colitis and that CCR-6 deficiency largely protects against colitis. Consistently, CCR-6-deficient animals failed to develop CAC, both under lean and obese conditions (Fig. 5e, f, Supplementary Fig. 5a-c). Therefore, we conclude that CCL-20 released in the colitis phase recruits CCR-6-expressing lymphocytes that promote CAC tumourigenesis. However, which CCR-6-expressing lymphocyte population, that is recruited to the colon in colitis promotes CAC, still has to be investigated. B cells, γδ T cells and Tregs are known to express CCR-6^40-43^.

**Fig. 5:**
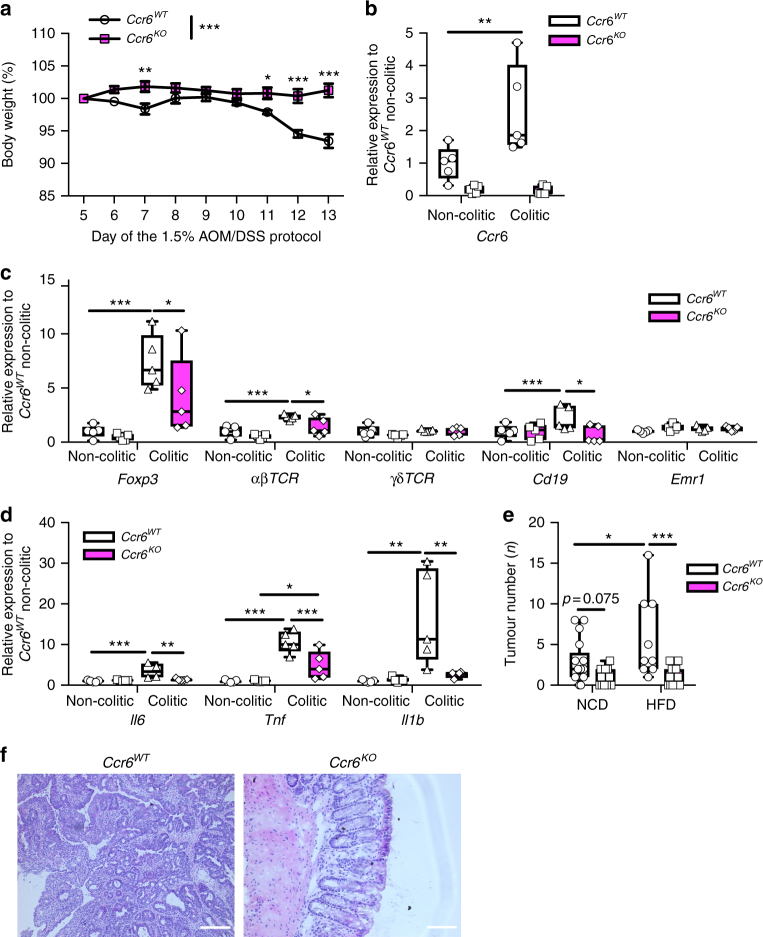
CCR-6^+^ lymphocytes promote CAC. **a** Body weight loss in % of NCD-fed *Ccr6*^*WT*^ (*n* = 10) and *Ccr6*^*KO*^ (*n* = 11) mice at day 5 to day 13 of the 1.5% AOM/DSS protocol. **b**–**d** qPCR analysis of indicated gene expression in non-colitic and colitic colons of 8- and 10-week-old NCD-fed control *Ccr6*^*WT*^ and *Ccr6*^*KO*^ at day 0 and day 13 of the 1.5% AOM/DSS protocol (*n* = 5), results are presented relative to non-colitic *Ccr6*^*WT*^ colons. **e** Tumour number of 17-week-old NCD (*n* = 17–13) and HFD (*n* = 9–12)-fed control *Ccr6*^*WT*^ and *Ccr6*^*KO*^ mice counted at day 62 of the 1.5% AOM/DSS protocol. **f** H&E staining of colons from NCD-fed 17-week-old *Ccr6*^*WT*^ and *Ccr6*^*KO*^ mice at day 62 of the 1.5% AOM/DSS protocol. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high-fat diet; CAC, colitis-associated colorectal cancer. Data are represented as mean + SEM or centre line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 two-way ANOVA followed by Fisher LSD **a**–**e**. Scale bar, 50 μm

### Recruitment of B cells via CCL-20/CCR-6 promotes CAC

Next, we aimed at investigating which CCR-6^+^ cell type contributes to CAC development. A prominent CCR-6-expressing lymphocyte population comprises mature B cells^41,45^ and B cells exert macrophage-polarising functions in colitis. In particular, regulatory B1b-like B cells in the colon (CD5^−^, IgM^+^, CD19high, B220low) provide IL-10 to polarise macrophages towards M2-like phenotype^46,47^ and such B cells are induced by gut microbiota-driven IL-1β and IL-6 production^48^. Presumably, these B cells sense and control commensal bacteria during DSS-induced colonic damage^49^ and engaging innate toll like receptor (TLR)4 on B cells by LPS causes IL-6 production^50^. Thus, B cells can exert numerous activities on the CAC TME that are not directly committed to humoral immunity. To investigate the role of B cells and their recruitment via CCR-6/CCL-20 in CAC, we employed B cell-deficient mice. B cells rearrange their VDJ genes during B cell development and removal of J elements via gene targeting in mice results in B cell-deficient mice (JHT mice)^51^. We subjected B cell-deficient JHT mice to our CAC protocol and examined colitis parameters and CAC tumour development. Body weight loss in colitis and colitis-induced expression of *Il6*, *Tnf*, *Il1β* and *Il10* were reduced in JHT mice (Fig. 6a, b). Furthermore, besides the lack of B cells, less immune cells such as T cells, Tregs and macrophages were present in colitis colons of JHT mice (Fig. 6c). This is in line with the finding that control mice developed dysplastic lesions, whereas the absence of B cells ameliorated colon pathology as revealed by endoscopy (Fig. 6d). Ultimately, control mice developed CAC, whereas B cell deficiency largely protected against CAC (Fig. 6e, f). Investigation of gene expression revealed that JHT mice exhibited decreased colonic expression of *Il6*, *Il1β* and *Il10,* whereas *Tnf* was unaltered (Fig. 6g). Furthermore, not only B cells were absent in JHT colons but also gene expression markers for T cells and Tregs were reduced (Fig. 6h, i). Consistent with this fact was a reduced *Ccr6* expression accompanied with a decreased *Ccl20* expression in JHT colons, suggesting that B cells ultimately impact on the CAC TME (Fig. 6j). Apparently, the decreased *Ccl20* expression is in line with an impaired macrophage polarisation to *Arg1*-expressing M2 as well as *iNos*-expressing M1-like in JHT colons (Fig. 6k). Collectively, these analyses reveal that during colitis CCL-20-recruited CCR-6^+^ B cells promote CAC. Contrariwise, we have also investigated JHT mice in the CAC protocol under obese conditions where B cell-deficient mice died either spontaneously or had to be killed owing to excessive colitis symptoms (Supplementary Fig. 5d, e). This discrepancy between diets in B cell-deficient mice hints to a more complex and dual role for B cells in colonic inflammation under different dietary exposures than hitherto assumed and even more strengthens our finding that CCR-6-expressing B cells affect CAC.

**Fig. 6:**
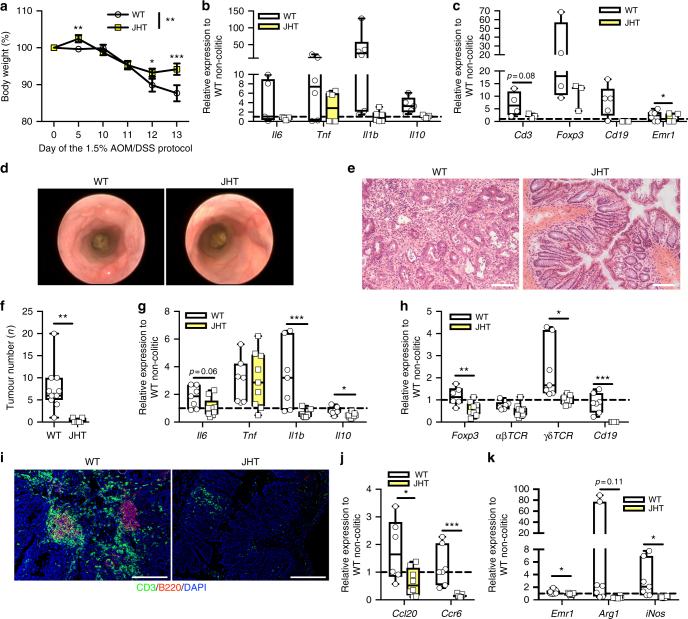
Recruitment of CCR-6-expressing B cells alters the TME to promote CAC. **a** Body weight loss in % of NCD-fed WT (*n* = 17) and JHT (*n* = 14) mice at day 0 to day 13 of the 1.5% AOM/DSS protocol. **b**, **c** qPCR analysis of indicated gene expression in colitic colons of 10-week-old NCD-fed WT and JHT (*n* = 3–9) mice at day 13 of the 1.5% AOM/DSS protocol, results are presented relative to non-colitic WT colons at day 0. **d** Representative endoscopic pictures of 13-week-old NCD-fed WT and JHT mice of the 1.5% AOM/DSS protocol. **e** H&E staining of colons from NCD-fed 17-week-old WT and JHT mice at day 62 of the 1.5% AOM/DSS protocol. **f** Tumour number of 17-week-old NCD-fed WT (*n* = 11) and JHT (*n* = 7) mice counted at day 62 of the 1.5% AOM/DSS protocol. **g**, **h** qPCR analysis of indicated gene expression in colons of 17-week-old NCD-fed WT (*n* = 7) and JHT (*n* = 9) mice at day 62 of the 1.5% AOM/DSS protocol, results are presented relative to non-colitic WT colons at day 0. **i** Representative immunofluorescent stainings of CD3 (green)-expressing T cells and B220 (red)-expressing B cell in colons of 17-week-old NCD-fed WT and JHT mice at day 62 of the 1.5% AOM/DSS protocol. **j**, **k** qPCR analysis of indicated gene expression in colons of 17-week-old NCD-fed WT (*n* = 7) and JHT (*n* = 9) mice at day 62 of the 1.5% AOM/DSS protocol, results are presented relative to non-colitic WT colons at day 0. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; CAC, colitis-associated colorectal cancer; TME, tumour microenviroment; JHT, targeted deletion of the JH locus. Data are represented as mean + SEM or centre line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 two-tailed unpaired Student’s *t*-test **f** or two-way ANOVA followed by Fisher LSD **a**,** b**,** c**,** g**,** h**,** j**,** k**. Scale bar, 50 μm **e**, 200 μm **i**

### γδ T-cell inhibition ameliorates CAC

Although we have demonstrated a crucial function of CCR-6-expressing B cells in the CAC TME, also T cells such as γδ T cells express the CCR-6 receptor. γδ T cells can be separated into CCR-6- and NK1.1-expressing subtypes that fulfil T helper (Th) 17 and Th1 cell functions, respectively^43^. Koenecke et al. demonstrated that anti-γδ T-cell receptor (TCR) antibody injection in mice yielded inhibition of γδ T cells because they downregulate their γδTCR^52^. We aimed at addressing the function of γδ T cells and their chemoattraction via CCL-20 in our CAC model by injecting anti-γδTCR at day 3 of the 1.5% AOM/DSS protocol prior to the colitis phase of CAC into control and IL-6Rα-deficient animals. Anti-γδTCR injection led to downregulation of γδTCR as obvious from the appearance of CD3^+^ αβ T cells and γδ T cells in the blood of these mice (Fig. 7a). Although most γδ T cells express CCR-6 during colitis in untreated mice, a proportion of γδ T cells in antibody-treated mice were negative for CCR-6 expression (Fig. 7b). Ultimately, lean control mice developed CAC, whereas γδTCR antibody injection drastically reduced tumour burden in control mice similar to IL-6Rα-deficient mice (Fig. 7c, Supplementary Fig. 6a-c). Notably, the reduced CAC burden in anti-γδTCR-treated control mice was largely recapitulated under obese conditions (Fig. 7d, Supplementary Fig. 6d-f). Analysis of tumour-derived gene expression revealed slightly reduced *γδTCR* upon anti-γδTCR antibody injection in lean mice (Fig. 7e). Our experiments are in line with previous reports assigning γδ T cells as crucial mediators in colonic inflammation by providing pathogenic IL-17^53^. Thus, recruitment of CCR-6^+^ γδ T cells promotes CAC and inhibition of γδ T cells might be a reasonable therapeutically strategy against CAC.

**Fig. 7:**
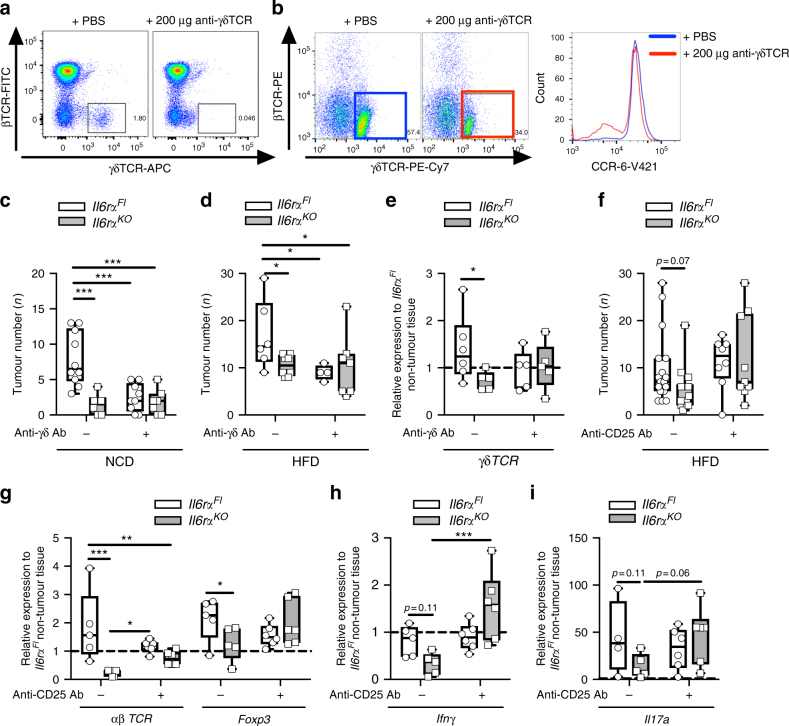
Recruitment of CCR-6^+^ T cells in CAC. **a** Representative FACS plots of βTCR and γδTCR expression in blood of NCD-fed *Il6r*α^*Fl*^ mice at day 5 injected either with PBS or 200 μg anti-γδ antibody at day 3 of the 1.5% AOM/DSS protocol. **b** Representative FACS plots of βTCR and γδTCR expression in lymphocytes of colons derived from 10-week-old NCD fed *Il6r*α^*Fl*^ mice at day 13 injected either with PBS or 200 μg anti-γδ antibody at day 3 of the 1.5% AOM/DSS protocol and histogram of mean fluorescent intensity of CCR-6 expression in γδTCR^+^ lymphocytes from PBS (blue) or 200 μg anti-γδ antibody (red) injected mice. Tumour number of 17-week-old NCD **c** (*n* = 6–11) and HFD-fed **d** (*n* = 4–8) of *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice counted at day 62 injected with either PBS or 200 μg anti-γδ antibody at day 3 of the 1.5% AOM/DSS protocol. **e** qPCR analysis of *γδTCR* gene expression in tumours of 17-week-old NCD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice (*n* = 6) at day 62 injected with either PBS or 200 μg anti-γδ antibody at day 3 of the 1.5% AOM/DSS protocol, results are presented relative to *Il6r*α^*Fl*^ non-tumour tissue. **f** Tumour number of 17-week-old HFD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice (*n* = 8–17) counted at 62 days injected with either PBS or 1 mg anti-CD25 antibody at day 3 of the 1.5% AOM/DSS protocol. **g**–**i** qPCR analysis of indicated gene expression in tumours of 17-week-old HFD-fed *Il6r*α^*Fl*^ and *Il6r*α^*KO*^ mice (*n* = 6–7) at day 62 injected with either PBS or 1 mg anti-CD25 antibody at day 3 of the 1.5% AOM/DSS protocol, results are presented relative to *Il6r*^*Fl*^ non-tumour tissue. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high-fat diet; CAC, colitis-associated colorectal cancer; Ab, Antibody. centre line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 two-way ANOVA followed by Fisher LSD **c**–**i**

### Treg depletion restores CAC in obese IL-6Rα-deficient mice

Another CCR-6-expressing T lymphocyte population that has been demonstrated to contribute to CAC are Treg cells, which control gut inflammation via their immunosuppressive functions^37^. We have shown that IL-6 signalling in effector T cells is required to release them from Treg-mediated suppression using the well-established Ovalbumin (OVA) model^34^. Suppression of effector function in IL-6Rα-deficient cells included a blunted Th1/IFNγ and total absence of Th17 IL-17a response. However, the Th1 response could be restored in IL-6Rα-deficient T cells when Tregs were depleted by anti-CD25 antibody treatment. In order to examine whether Tregs also suppress effector functions in lean and obese IL-6Rα-deficient mice in our CAC model, anti-CD25 antibody was i.p. injected at day 3 of the 1.5% AOM/DSS protocol just prior to the colitis phase of CAC. This experimental procedure should provide only a transient Treg depletion during the colitis phase and should affect T effector cells to a lesser extent that upon activation upregulate CD25. Most likely, the single anti-CD25 antibody injection depletes Tregs only until anti-CD25 antibody is consumed/degraded where in the context of proceeding T-cell development these cells are able to repopulate the colon. Nevertheless, although in lean mice, anti-CD25 antibody-mediated transient depletion of Treg cells exhibited only minor effects, it restored CAC development in obese IL-6Rα-deficient animals, whereas obese control mice had unaltered CAC (Fig. 7f, Supplementary Fig. 6g-m). Detection of markers for αβ T cells and Treg cells in tumours of the obese cohorts revealed a reduction of these cells in IL-6Rα-deficient mice that was largely unaltered when mice received anti-CD25 treatment (Fig. 7g). However, despite the fact that also other cells express *Ifnγ* and *Il17a*, the examination of T-cell effector molecules revealed decreased *Ifnγ* and *Il17a* expression in obese IL-6Rα-deficient tumours that have been restored upon Treg depletion (Fig. 7h, i). Thus, Treg depletion in obese IL-6Rα-deficient mice restores CAC development via restoration of T-cell effector functions.

Collectively, these experiments reveal a crucial role for the recruitment of CCR-6-expressing lymphocytes into the colon during the colitis phase to promote CAC. Knockout and antibody-inhibition/depletion models demonstrate that recruitment of CCR-6-expressing B cells and γδ T cells promote CAC development whereas CCR-6^+^ Tregs exert an immunosuppressive role in CAC under obese conditions by interfering with T-cell effector functions. B cells and IL-6 synergise in the polarisation towards CCL-20-expressing macrophages causing a vicious circle of CCR-6^+^ lymphocyte recruitment in CAC (Fig. 8). Overall, our experiments assign obesity-induced IL-6 an unappreciated role in the CAC TME by regulating macrophage polarisation and lymphocyte recruitment.

**Fig. 8:**
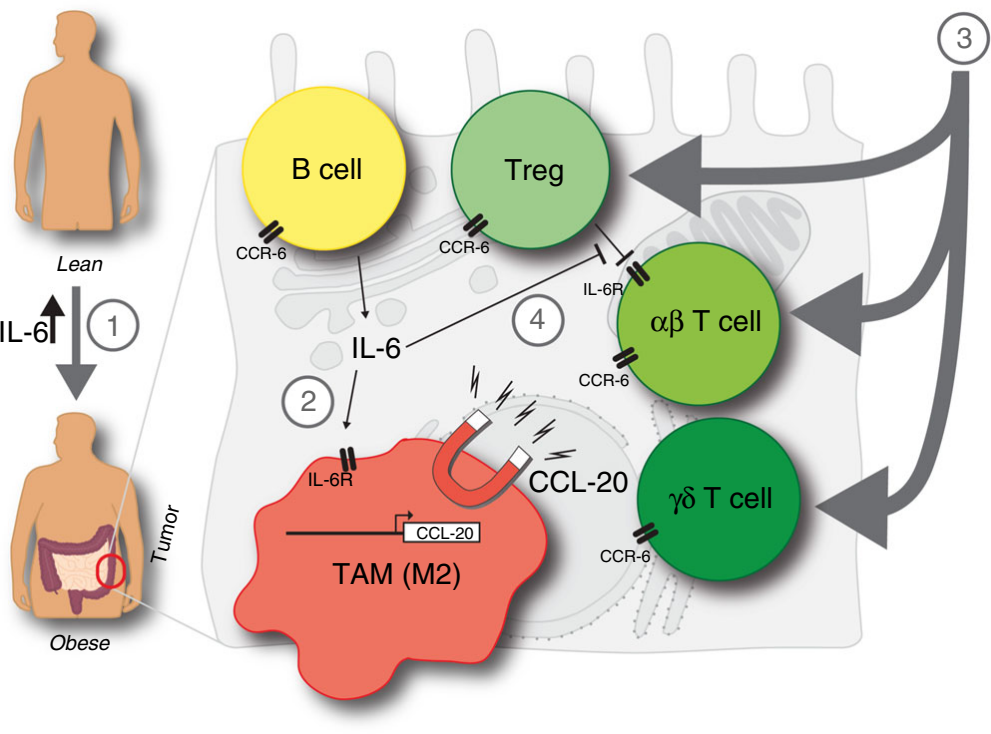
Mechanism how obesity and IL-6 alter the colitis-associated tumour microenvironment. 1. Obesity-induced gut barrier defects cause a low-grade inflammation including increases in IL-6 levels. 2. IL-6 polarises macrophages towards M2-type in colitis-associated colorectal cancer (CAC) that in response to commensal factors express the chemoattractant CCL-20. 3. CCL-20 recruits CCR-6-expressing lymphocytes comprising B cells, regulatory T cells (Treg) and T cells expressing αβ and γδ T-cell receptors that impact on CAC progression. B cells impact on macrophage polarisation, whereas CCR-6^+^ γδ T cells provide pathogenic IL-17. 4. IL-6 signalling in αβ T cells releases them from Treg-mediated suppression to exert their effector functions such as T helper (Th)1 and Th17 responses. TAM, tumour-associated macrophage

## Discussion

The steadily increasing obesity epidemic and the simultaneous incidence of obesity-associated comorbidities such as colorectal cancer requires a detailed understanding of molecular and cellular mechanisms that are affected to develop potential novel therapies. Here, we show that obesity exacerbates AOM/DSS-induced CAC via increased expression of inflammatory cytokines. However, our experimental set up was unable to address whether in obesity pre-neoplastic lesions occur earlier than in lean mice. We demonstrate that obesity-induced impairment of gut barrier function recruits and activates immune cells that promote CAC. In the colitis phase of CAC, IL-6-polarised M2-like macrophages express the chemokine CCL-20 that recruits CCR-6-expressing lymphocytes, further promoting CAC progression. Our in vitro experiments suggest that intestinal M2 macrophages express CCL-20 in colitis via exposure to commensal antigens such as LPS and not as a consequence of direct IL-6-activated transcriptional traits. Though IL-6-type cytokine-activated STAT3 can directly activate CCL-20 expression^54^, CCL-20 expression is mainly regulated via inflammatory signalling and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB)-controlled transcription^55–58^. Given that LPS-activated NF-κB-controlled gene expression in M1 macrophages has only minor effects on CCL-20 expression suggests extra transcription factors active in M2 macrophages that act in concert with LPS-induced NF-κB to increase CCL-20 expression. Hence, the substantially reduced *Ccl20* expression in colons of *Il6rα*^*KO*^ mice is a consequence of collapsed M2-type polarisation of IL-6Rα-deficient macrophages in CAC, thereby compromising CCR-6-expressing lymphocyte recruitment in colitis to promote tumourigenesis. CCR-6-expressing B cells, γδ T cells and Treg cells^40,43^ have either low or undetectable IL-6Rα expression underlining our observation that the protection against CAC in IL-6Rα-deficient mice is not a direct consequence of IL-6 action in these cells but is rather an indirect effect through compromised chemoattraction. Nevertheless, these cells might still be able to receive IL-6 signalling in control mice via IL-6-transsignalling mechanisms that we have avoided by using IL-6Rα-deficient mice devoid of both membrane and soluble signalling capacities. Despite the crucial role of direct IL-6 function on the approval of Treg-mediated suppression of αβ T cells, we estimate that Tregs also inhibit other immune cells by a similar mechanism as T-cell-specific inactivation of IL-6 signalling using CD4-Cre is unable to prevent CAC development. In line with this assumption, γδ T cells in the colon were known to be suppressed via Tregs and γδ T cells are not affected by CD4-Cre-mediated recombination^59^. Although γδ T cells can promote CRC via allocation of IL-17 to transformed tumour cells^60,61^, they are also able to restrain αβ T-cell responses in cancer by providing inhibitory programmed cell death 1 ligand to αβ T cells^62^.

Collectively, our study assigns obesity-induced IL-6 as a modulator of the TME in CAC via macrophage polarisation and successive lymphocyte recruitment via the CCL-20/CCR-6 axis. In light of the steadily increasing obesity epidemic, novel treatment options to combat obesity-associated disorders are desperately required highlighting our study to interfere with inflammatory signalling and to inhibit corrupt cell types as important contribution to global health issues.

## Methods

### Animals

All animal procedures were in compliance with protocols approved by local government authorities (Bezirksregierung, Cologne, Germany Az: 8.87-50.10.31.08.279, 84-02.04.2014.A211 and Mainz, Germany G16-1-072) and were in accordance with NIH guidelines. The experimental cohorts of mice (mus musculus) were females (if not stated differently) that were housed in four different specific pathogen free animal facilities under similar conditions. Mice were housed in single ventilated cages (IVCs, TypII long) in groups of three to five at 22–24 °C in a 12-hour–12-hour light-dark cycle (with lights on at 7:00 AM). The cages were implemented with bedding material (Lignocel FS14) and cotton nestlet material (Plexx, 14010). Mice were fed a NCD (Teklad Global Rodent T.2018.R12; Harlan) containing 53.5% carbohydrates, 18.5% protein and 5.5% fat (12% of calories from fat) or, from 3 weeks of age, were fed a HFD (C1057; Altromin) containing 32.7% carbohydrates, 20% protein and 35.5% fat (55.2% of calories from fat). Food and water was available ad. libitum. The conditional *II6rα* mouse strain served as control mice (*II6rα*^*Fl*^)^20^. Mice bearing a complete (*II6rα*^*KO*^)^22^, myloid-specific (*Il6rα*^*myl-KO*^)^19^, intestinal epithelial-specific (*Il6rα*^*IEC-KO*^)^27^ and T cell-specific (*Il6rα*^*T-KO*^)^34^ knockout were generated and genotyped. For identifying the *II6rα*^*Fl*^ and the *II6rα*^*KO*^ alleles PCR was performed with the following primers: 5GK12 (5′-CCGCGGGCGATCGCCTAGG-3′), 5IL6Rex3 (5′-CCAGAGGAGCCCAAGCTCTC-3′) and 3IL6RA (5′-TAGGGCCCAGTTCCTTTAT-3′). The following primers were used to genotype the transgenes LysM-Cre LysMCre1 (5′-CTCTAGTCAGCCAGCAGCTG-3′) and LysMCre2 (5′-ATGTTTAGCTGGCCCAAATGT-3′), Villin-Cre VilCre1 (5′-ACAGGCACTAAGGGAGCCAATG-3′), VilCre2 (5′-ATTGCAGGTCAGAAAGAGGTCACAG-3′) and VilCre3 (5′-GTTCTTGCGAACCTCATCACTC-3′) and CD4-Cre CD4Cre1 (5′-CCCAACCAACAAGAGCTC-3′) and CD4Cre2 (5′-CCCAGAAATGCCAGATTACG-3′). C57BL/6 N (#027) and C57BL/6 J (#N/A) mice were obtained from Charles River, JHT^51^ and *Ccr6*^KO^ (#013061)^44^ mice from Jackson laboratories. All animals were on a C57BL/6 N genetic background, except *Ccr6*^KO^ and their control *Ccr6*^*WT*^, they were on C57BL/6 J genetic background.

### Induction of CAC in AOM/DSS model and cell depletion

 2.5% AOM/DSS protocol: 8-week-old mice fed a NCD or a HFD were i.p. injected with 10 mg/kg body weight AOM (A5486, Sigma-Aldrich) at day 1 of the 2.5% AOM/DSS protocol (Supplementary Fig. 1f). The animals were exposed to three repetitive cycles of 2.5% DSS (MW = 36,000–50,000, 0216011080, MP Biomedicals) in the drinking water for 7 days from day 1–7, day 22–28 and day 43–49 (DSS water was refreshed every second day) to induce colitis. Animals were killed by CO_2_ with 17 weeks of age at day 62 for tumour analysis. Mice that lost more than 20% of their body weight during the colitic phases were killed.

 1.5% AOM/DSS protocol: 8-week-old NCD or HFD-fed mice were i.p. injected with 10 mg/kg body weight AOM (A5486, Sigma-Aldrich) at day 1 of the 1.5% AOM/DSS protocol (Fig. 1c). At day 5 mice were exposed to 1.5% DSS (MW = 36,000–50,000, 0216011080, MP Biomedicals) in the drinking water for 5 days (DSS water was refreshed at day 7) and provided with normal drinking water from day 10 on until the end of the experiment at day 62. Animals were killed with 8 weeks at day 0 for non-colitic control tissue or at day 13 for colitic analysis or at day 62 for tumour analysis. The colon length was measured from caecum till the anus. The distal part of the colon was used for non-colitic and colitic analysis. At day 62 tumours were counted in a blinded fashion by number, size (<2 mm, >2 mm) and percentage of the afflicted area of the distal colon. Tumour and non-tumour tissue from the distal colon was separated and used for tumour analysis.

To neutralise IL-6 and sIL-6R signalling, 8-week-old C57BL/6 animals were injected i.p. with 500 µg anti-IL-6 antibody (BE0046. BioXCell) or 150 µg sGP130Fc (provided by Christoph Garbers, Kiel University, Germany) at day 3 of the 1.5% AOM/DSS protocol, respectively.

To deplete γδTCR-expressing and Treg cells, *II6rα*^*Fl*^ and *II6rα*^*KO*^ mice were injected with 200 µg anti-γδ antibody (UC7-13D5, eBioscience) or 1 mg anti-CD25 antibody (BE0013, BioXCell) at day 3 of the AOM/DSS protocol, respectively. Control animals were injected with the same volume of PBS.

### Endoscopy

Non-invasive endoscopy (TRICAM endoscope Karl Storz) was performed under either i.p. injection of ketamine/Rompun or inhalation narcosis using isoflurane with 13-week-old animals.

### Analysis of body composition

Fat mass was determined via nuclear magnetic resonance (NMR Analyser minispeq mq7.5; Bruker Optik, Ettlingen, Germany) in 17-week-old mice.

### Glucose-tolerance test

Glucose-tolerance tests were done with 7–8-week-old C57BL/6 mice. Mice were fasted overnight for 16 h and glucose concentrations in blood were measured after the fasting period. Then each animal received an i.p. injection of 20% glucose solution (10 ml/kg body weight) and glucose concentrations in blood were measured after 15, 30, 60 and 120 min. Glucose concentrations in whole venous blood were measured with an automatic glucose monitor (Bayer Contour; Bayer).

### Analytical procedures

The concentrations of leptin and insulin in serum, CCL-20 in the supernatent of cultured BMDM and albumin in the faeces were measured by enzyme-linked immunosorbent assays, with mouse standards, according to manufacturer’s guidelines.: Mouse Leptin ELISA (90030, Crystal Chem), Mouse Insulin ELISA (90080, Crystal Chem), Mouse CCL-20/MIP-3 alpha Quantikine ELISA Kit (MCC200, R&D Systems) and Mouse Albumin ELISA Quantification set (E90-134,Bethyl).

### Generation of BMDMs

NCD-fed mice were killed by cervical dislocation and bone marrow was isolated from femurs and tibias. Bone marrow cells were plated in RPMI-1640 medium (supplemented with 10% fecal calf serum (FCS), 1% glutamine, 1% penicillin-streptomycin and 10–50 ng/ml macrophage colony-stimulating factor (130-101-706, Miltenyi) and were allowed to differentiate for 7 days. At 24 h before all experiments, macrophage colony-stimulating factor was removed and cells were washed two times with sterile PBS. BMDMs were either stimulated 24 h with 20 ng/ml IFNγ (130-094-048, Miltenyi) and 100 ng/ml LPS (*Escherichia coli* strain O55:B5; Sigma) or 20 ng/ml IL-4 (130-097-757, Miltenyi) and 50 ng/ml IL-6 (130-096-685, Miltenyi) to obtain M1- and M2-polarised macrophages, respectively. Polarised M1 and M2 were washed with PBS and then stimulated for 8 h or 24 h with 50 ng/ml IL-6 and 10 ng/ml LPS.

### MACS sorting

Immune cells and IECs from the colon were isolated according to recent protocol^63^. IECs were removed from the upper phase after the percoll gradient, washed twice with PBS containing 2% FCS. To purify macrophages, the percoll separated immune cells were used for magnetic separation with the anti-F4/80 MicroBeats UltraPure (130-110-443, Miltenyi) following the instruction manual. The IEC and macrophages were shock frozen in liquid nitrogen and kept at −80 degrees until further use.

### Flow cytometry

Immune cells from the colon were isolated according to recent protocol^63^. The isolated immune cells were resuspended in FACS buffer (2% FCS in PBS) and were passed through a 70-μm strainer (BD Biosciences). Samples were analysed with following antibodies: anti-CD11b-PE (1:100 dilution, 101208, Biolegend), anti-CD11c-PE-Cy7 (1:100 dilution, 117318, Biolegend), anti-γδTCR-APC (1:100 dilution, 118116, Biolegend), anti-γδTCR-PE-Cy7 (1:100 dilution, 118123, Biolegend), anti-βTCR-FITC (1:100 dilution, 109205, Biolegend), anti-βTCR-PE (1:100 dilution, 553172, BD Biosciences), anti-CD45-V510 (1:100 dilution, 103137, Biolegend), anti-CD45-PE-CF594 (1:200 dilution, 562420, BD Biosciences), anti-CD45-APC (1:200 dilution, 103112, Biolegend), anti-CD90.2-PE-Cy7 (1:200 dilution, 140309, Biolegend), anti-CD3-PE-CF594 (1:200 dilution, 562332, BD Biosciences), anti-F4/80-APC-Cy7 (1:50 dilution, 123119, Biolegend), anti-CD19-FITC (1:100 dilution, 115505, Biolegend), anti-CCR-6-V421 (1:50 dilution, 129817, Biolegend), anti-IL-6R-PE (1:50 dilution, 115805, Biolegend) and LIVE/DEAD Fixable Violet Dead Cell Stain Kit or LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (1:1000 dilution, L34955 and L34957, ThermoFisherScientific). Data were acquired on MACSQuant Analyzer (Miltenyi) and MACSQuant VYB (Miltenyi) and data were analysed with FlowJo software (Treestar).

### Immunoblot analysis

Tissues were homogenised in protein lyses buffer with FastPrep-24 (MP Biomedicals) and centrifuged at 13,000 g for 1 h at 4°C. Proteins were separated by SDS-polyacrylamide gel electrophoresis (10%) and transferred to PVDF membranes (Bio-Rad). Membranes were probed with the following antibodies: Calnexin (1:5000 dilution, 208880, Calbiochem), PCNA (1:1000 dilution, D3H8P, 13110, CellSignalling).

### Analysis of gene expression

Total RNA isolated from colons, tumour tissue, T cells, BMDMs and primary macrophages was analysed by qPCR. RNA was isolated from tissue and cells with an RNeasy Kit (74106, Qiagen) or Arcturus PicoPure (KIT0214, Applied Biosystems) and treated with DNase. The RNA was reverse-transcribed with a High Capacity cDNA RT Kit (4368813, Applied Biosystems) and was amplified with TaqMan Gene Expression Master Mix (4369542, Applied Biosystems). The following primers from ThermoFisherscientific were used: *Arg1* (Mm00475988_m1), *Ccl5* (Mm01302428_m1), *Ccl20* (Mm01268754_m1), *Ccr1* (Mm00438260_s1), *Ccr3* (Mm00515543_s1), *Ccr6* (Mm99999114_s1), *Cd3d* (Mm00442746_m1), *Cd19* (Mm00515420_m1), *Emr1* (Mm00802529_m1), *Foxp3* (Mm00475165_m1), *Il1b* (Mm01336189_m1), *Il6* (Mm00446190_m1), *Il10* (Mm00439616_m1), *Il17* (Mm00439619_m1), *Ill4r* (Mm01275139_m1), *Il6ra* (Mm00439649_m1), *Ifng* (Mm01168134_m1), *Nos2* (Mm00440485_m1), *Tnf* (Mm00443260_g1), Tata box binding protein (*Tbp*) (Mm00446971_m1). *Tbp* was used as reference gene. Self-designed exon spanning probes for the constant region of the αTCR chain and the highly homologous 1, 2 and 3 γTCR were obtained from Eurogentec including forward and reverse primer as well as 5’-FAM/3’-TAMRA labelled probes: αTCR-fwd 5′-AAAACTGTGCTGGACATGAA-3′, αTCR-rev 3′-CATCACAGGGAACGTCTGAA-5′, and αTCR-probe 5′-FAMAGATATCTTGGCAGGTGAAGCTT-3′ as well as γTCR-fwd 5′-CTGGCAAGATAAAAATGATGTG-3′, γTCR-rev 3′-ACAGATGTTCTTCTAAGCAGA-5′, and γTCR-probe 5′-ACCTCTGCCTACTACACCTACCT-3′. The expression of each specific mRNA analysed was adjusted for total RNA content by comparison with qPCR analysis of mRNA encoding *Tbp*. Results were calculated by the ‘change-in-cycling-threshold’ (ΔCt) comparative method (as 2^−ΔΔCt^). An ABI-PRISM 7900 HT Sequence Detection system (Applied Biosystems) was used for qPCR.

### Microarray

For microarray expression data, RNA was isolated from tumour tissue of colons of *Il6rα*^*Fl*^ and *Il6rα*^*KO*^ HFD-fed mice and further processed to be hybridised to GeneChip Mouse Gene 1.0 ST Arrays (Affymetrix) according to manufacturer's instructions^19^. Affymetrix Powertools and the robust multiarray average method were used for background correction, quantile normalisation and summarisation of the raw intensity values. R software (version 2.13.1) along with the Bioconductor software package were used for the robust multiarray average method, statistical analysis (Student’s *t*-test), calculation of the change in intensity and illustrations. Genes were considered significantly deregulated when they had a difference in expression with a *P* value of ≤ 0.025. Genes with a fold change of ≤ 1.5 were removed from the data.

### Immunohistochemistry

Colons were fixed in 4% formalin and embedded in paraffin. Paraffin sections of the colon were deparaffinised. Macrophages and T cells in the colon were stained with primary antibodies anti-F4/80 (1:500 dilution, MCA 4976, Serotec) or anti-CD3 (1:100 dilution, 5690, Abcam) and with secondary antibodies anti-rat-Biotin-SP (1:500 dilution, 112-065-003, Jackson) or AP-conjugated goat anti-rabbit (1:500 dilution, A3687, Sigma), respectively. Stainings were visualised with either ABC Kit Vectastain Elite (Vector Laboratories) and DAB substrate (Vector Laboratories) or Vector blue (Vector Laboratories). Colons were counterstained with haematoxylin or eosin according to standard protocol and imaged with AxioVision 4.2 (Carl Zeiss MicroImaging). Proliferating IEC were stained with anti-Ki67 (1:200 dilution, ab15580, Abcam), counterstained with 4',6-diamidino-2-phenylindole (DAPI) in the mounting medium (Vectashield) and imaged with Axio Imager 2 (Carl Zeiss MicroImaging). Immunoreactive density of Ki67 and DAPI-positive cells was set in relation to immunoreactive density of all DAPI-positive cells using Fuji.

Fluorescent immunohistochemistry of 4% paraformaldehyde-fixed cryosections was performed using the tyramide signal amplification (TSA) Fluorescence/ Cyanine 3 system (Fluorescein NEL701 A, Cyanine NEL 704 A, PerkinElmer) and a fluorescence microscope (IX70; Olympus or Leica SP8, Leica) using primary antibodies against F4/80 (1:100 dilution, AP10243P4-5, Acris), IgM biotin (1:100 dilution, 98673, Abcam), FoxP3 (1:100 dilution, 14-5773-82, eBioscience), CD3 (1:100 dilution, 16-0031-82, eBioscience), B220 (1:100 dilution, 553092, BD Bioscience), CCL-20-Allophycocyanin conjugated (1:50 dilution, IC760A, R + D Systems) and γδTCR 1:100 dilution, 13-58811-81, eBioscience) respectively. Nuclei were counterstained with Hoechst 3342 (Invitrogen) or mounting medium for fluorescence with 4,6-diamidino-2-phenylindole (H-1200, Vector). In brief, cryosections were fixed in 4% PFA for 20 min followed by sequential incubation with methanol, avidin/biotin (Vector Laboratories) and protein blocking reagent (T144.1 Roti-ImmunoBlock, Roth) to eliminate unspecific background staining. Slides were then incubated overnight with primary antibody specific for the respective antigen. Subsequently, the slides were incubated for 30 min at room temperature with biotinylated secondary antibodies (1:300 dilution, 127-065-160 Jackson Immunoresearch and 554014, BD Pharmingen). All samples were finally treated with streptavidin-horseradish peroxidase and stained with TSA Fluorescence/Cyanine 3 systems according to the manufacturer’s instructions (Fluorescein NEL701 A, Cyanine NEL 704 A, PerkinElmer).

### Statistics

For the animal experiments in order to determine group size necessary for adequate statistical power, power analysis employing the programme G*power was performed using preliminary data sets. Mice of the indicated genotype were assigned at random to groups. Mouse studies were performed in a blinded fashion. *P* values were calculated with a two-tailed unpaired Student’s *t*-test or for the comparison of more than two conditions with a one- or two-way ANOVA followed by Fisher LSD. *P* values of 0.05 or less were considered significant, *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001.

### Data availability

The authors declare that the data supporting the findings of this study are available within the article and its supplementary information files, or are available upon reasonable requests to the authors. Expression data are available at the Gene Express Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE111450.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Obesity exacerbates colitis-associated cancer via IL-6-regulated macrophage polarisation and CCL-20/CCR-6-mediated lymphocyte recruitment
**Source:** Nat Commun. 2018 Apr 25;9:1646. doi: 10.1038/s41467-018-03773-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

Obesity exacerbates colitis-associated cancer via IL-6-regulated macrophage polarisation and CCL-20/CCR-6-mediated lymphocyte recruitment

Wunderlich et al.,

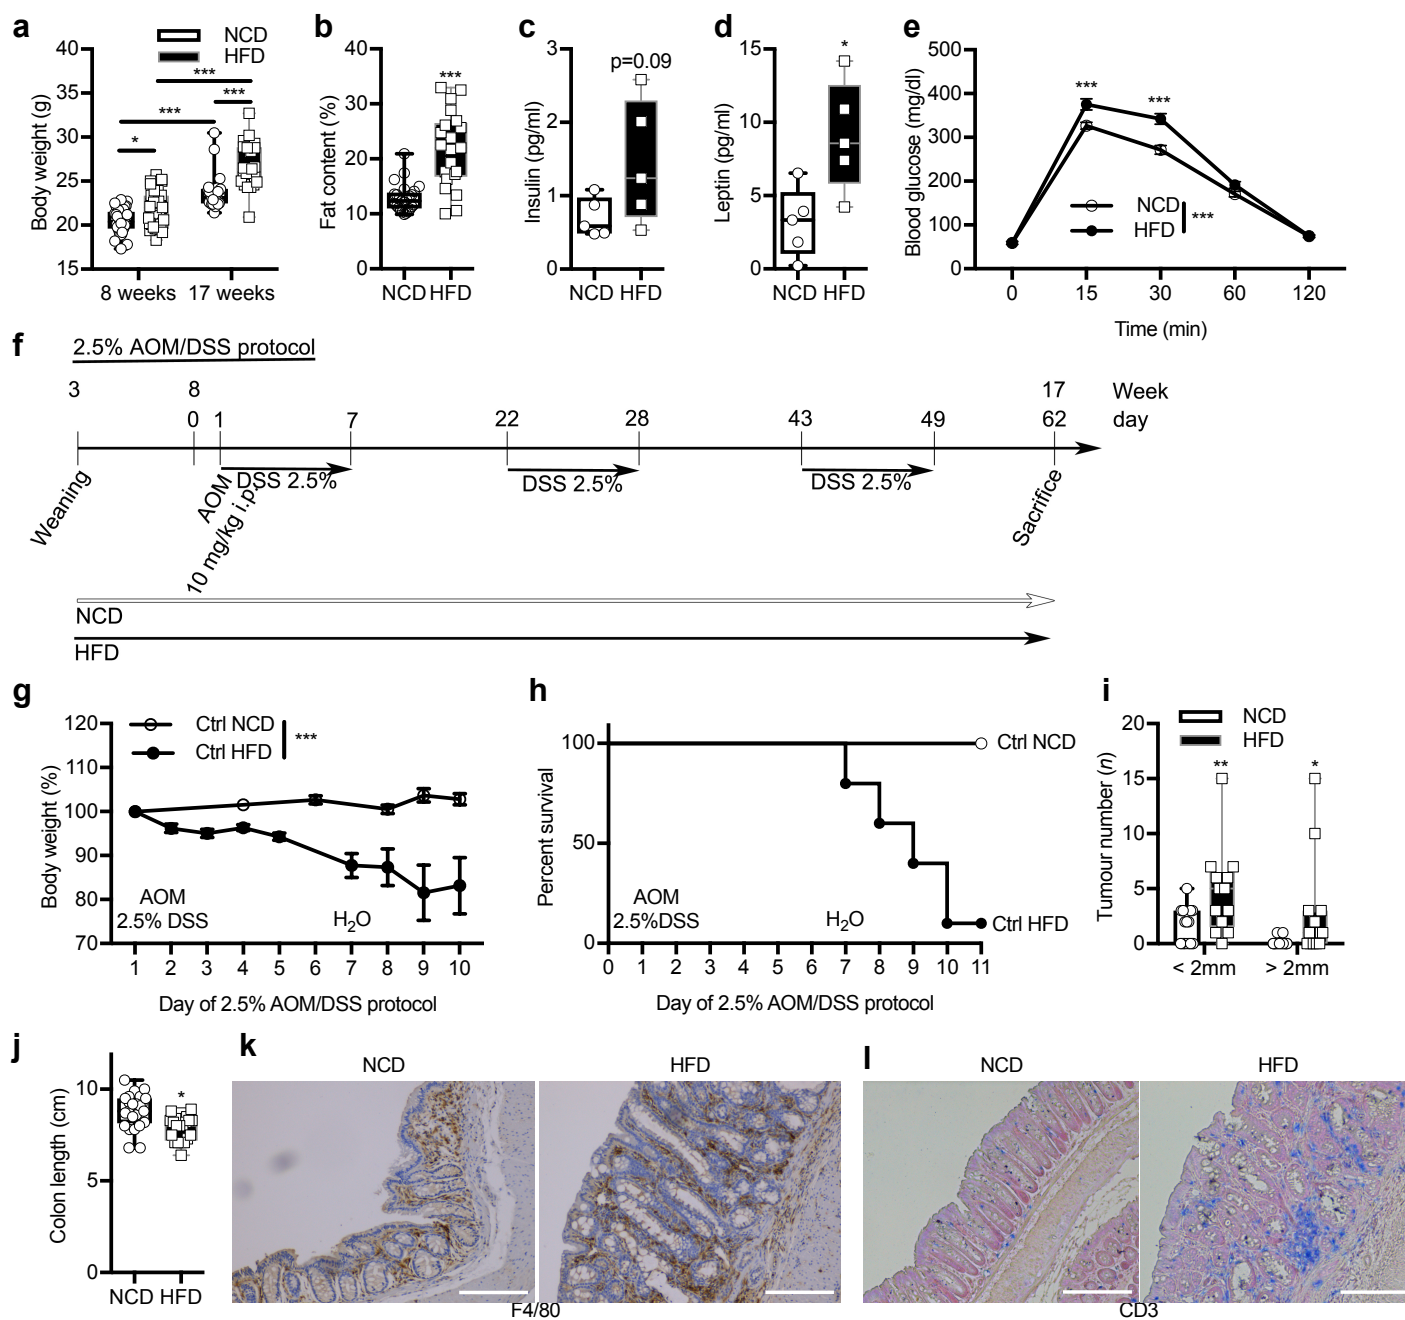

Supplementary Fig. 1 Metabolic parameters of NCD and HFD-fed C57BL/6 mice in CAC. Metabolic parameters of C57BL/6 mice exposed to NCD (white) or HFD (black) feeding: **a** body weight at 8 weeks of age (day 0) and at 17 weeks of age (day 62) after the 1.5% AOM/DSS protocol ($n=21-41$), **b** fat content at 17 weeks of age (day 62) after the 1.5% AOM/DSS protocol examined by nuclear magnetic resonance ($n=25$, $n=21$), **c** fed serum insulin levels ($n=5$), **d** fed serum leptin levels ($n=5$) as examined by ELISA, **e** glucose tolerance test of 7-8-week-old non-colitic mice ($n=10$). **f** Scheme of the 2.5% AOM/DSS protocol of mice fed a NCD or a HFD from weaning (3 weeks of age) until the end of the experiment with 17 weeks of age (day 62). 8-week-old mice were injected with 10 mg/kg azoxymethane (AOM) i.p. at day 1 of the 2.5% AOM/DSS protocol and received 2.5% dextran sodium sulfat (DSS) in the drinking water three times for 7 days from day 1-7, day 22-28 and day 43-49. Mice were killed with 17 weeks of age at day 62 for analysis of tumourigenesis. **g** Body weight loss and **h** survival curve in % of 8-10-week-old Ctrl NCD and Ctrl HFD-fed mice ($n=9-10$) from day 1 to day 10/day 11 of the 2.5% AOM/DSS protocol. **i** Tumour number <2 mm and >2 mm of 17-week-old NCD ($n=18$) and HFD-fed ($n=13$) C57BL/6 mice counted at day 62 of the 1.5% AOM/DSS protocol. **j** Colon length from rectum to caecum at day 62 of the 1.5% AOM/DSS protocol from 17-week-old mice ($n=21-26$). Representative immunohistochemical determination of **k** F4/80 (brown) and **l** CD3 (blue) expressing cells in distal colons from NCD-fed and HFD-fed 17-week-old C57BL/6 mice at day 62 of the 1.5% AOM/DSS protocol. NCD, normal chow diet; HFD, high fat diet; CAC, colitis-associated colorectal cancer. Data are represented as mean $\pm$ SEM or center line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, * $p\leq 0.05$, ** $p\leq 0.01$ and *** $p\leq 0.001$ two-tailed unpaired Student's *t*-test **b**, **c**, **d**, **i**, **j** or two-way ANOVA followed by Fisher LSD **a**, **e**, **g**. Scale bar, 100 μ m (k,l).

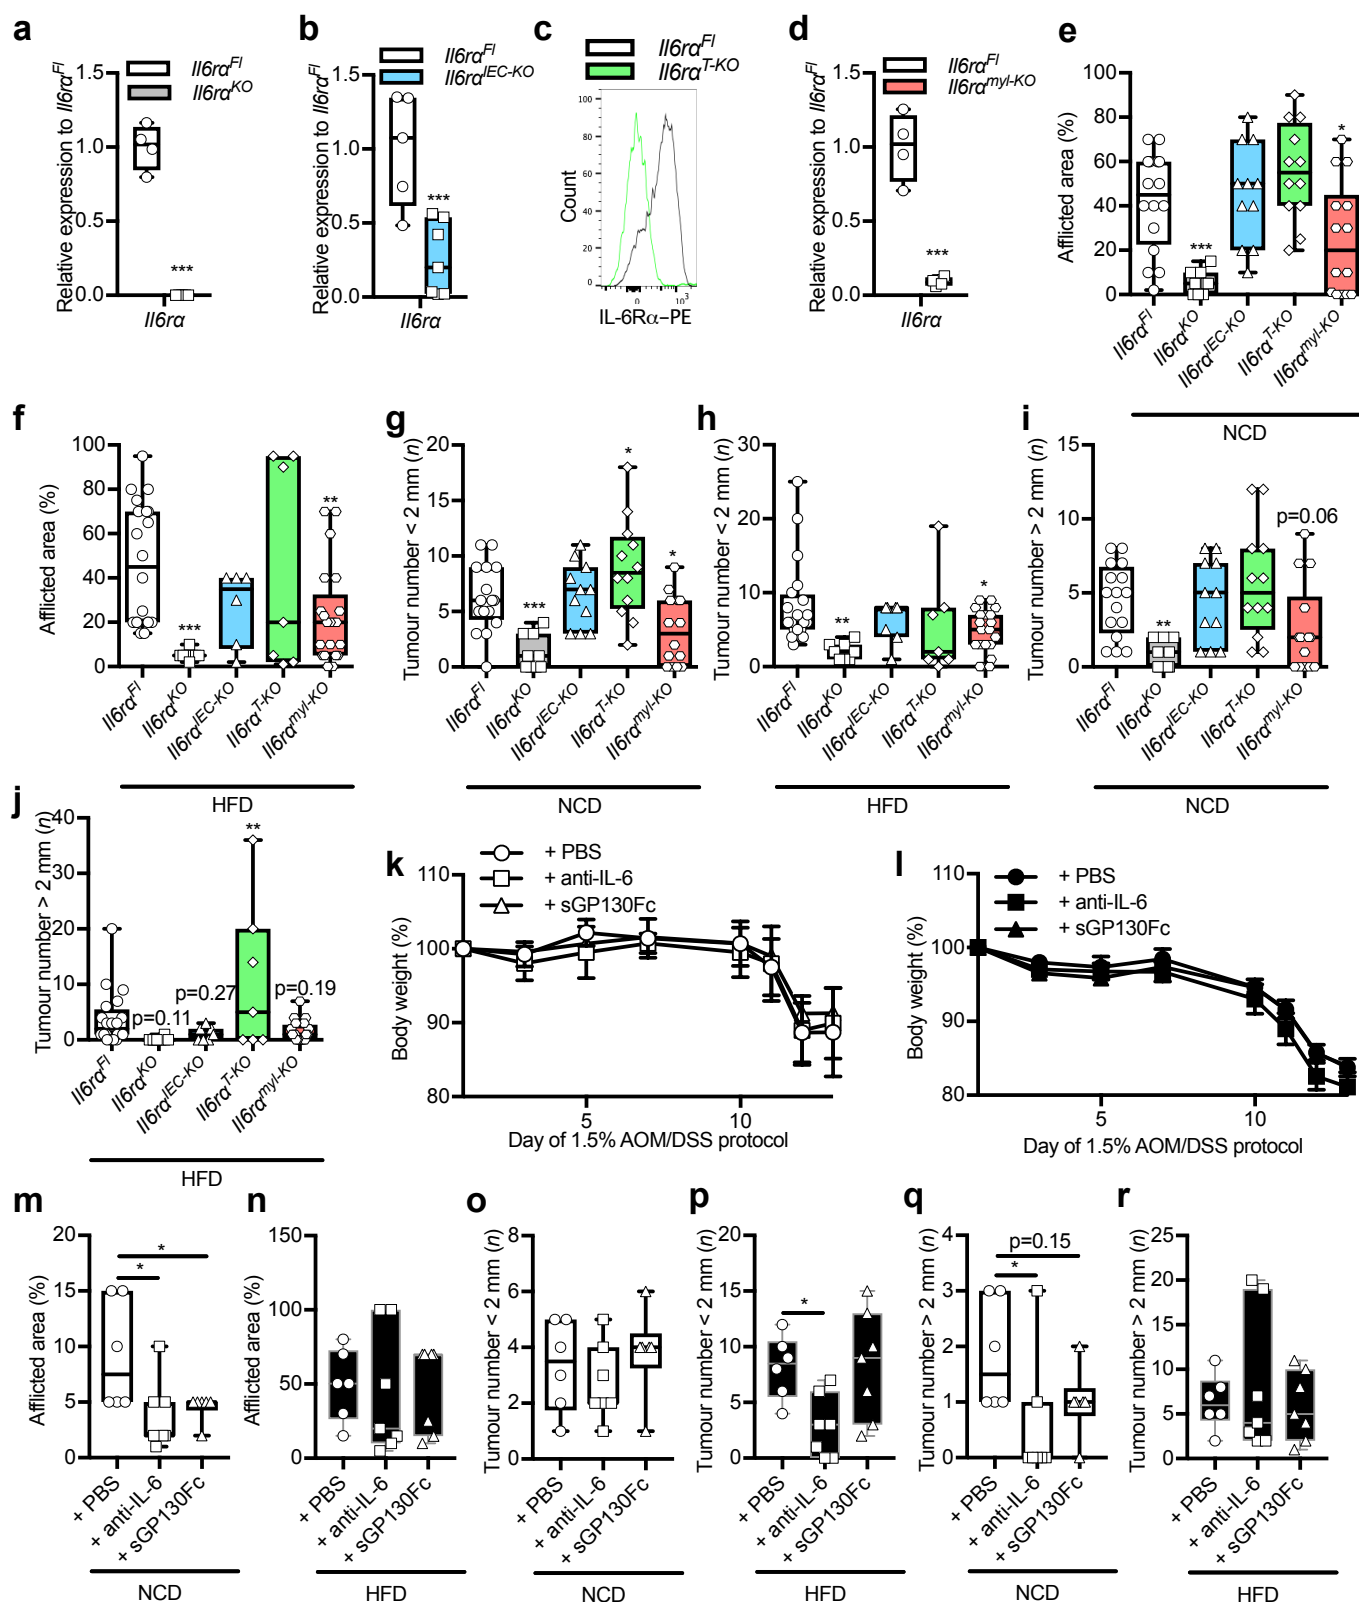

Supplementary Fig. 2 Conditional *Il6ra* inactivation. qPCR analysis of *Il6ra* gene expression in **a** control *Il6ra^{Fl}* and *Il6ra^{KO}* colons ($n=5$) and in **b** control *Il6ra^{Fl}* and intestinal epithelial-specific *Il6ra^{IEC-KO}* IECs ($n=7$); results are presented relative to *Il6ra^{Fl}*. **c** FACS analysis of lymphocytes from control *Il6ra^{Fl}* and T cell-specific *Il6ra^{T-KO}* mice pregated with anti-CD3, histogram for anti-IL-6R α expression. **d** qPCR analysis of *Il6ra* gene expression in control *Il6ra^{Fl}* and *Il6ra^{myl-KO}* BMDM ($n=4$), results are presented relative to *Il6ra^{Fl}* BMDM. Afflicted area of distal colons with tumours in 17-week-old **e** NCD ($n=9-16$) and **f** HFD-fed ($n=7-20$) *Il6ra^{Fl}*, *Il6ra^{KO}*, *Il6ra^{IEC-KO}*, *Il6ra^{T-KO}*, *Il6ra^{myl-KO}* mice at day 62 of the 1.5% AOM/DSS protocol. Tumour number <2 mm of 17-week-old **g** NCD ($n=9-16$) and **h** HFD-fed ($n=7-20$) *Il6ra^{Fl}*, *Il6ra^{KO}*, *Il6ra^{IEC-KO}*, *Il6ra^{T-KO}*, *Il6ra^{myl-KO}* mice counted at day 62 of the 1.5% AOM/DSS protocol. Tumour number >2 mm of 17-week-old **i** NCD ($n=9-16$) and **j** HFD-fed ($n=7-20$) *Il6ra^{Fl}*, *Il6ra^{KO}*, *Il6ra^{IEC-KO}*, *Il6ra^{T-KO}*, *Il6ra^{myl-KO}* mice counted at day 62 of the 1.5% AOM/DSS protocol. Body weight loss in % of **k** NCD ($n=6-7$) or **l** HFD-fed ($n=6-7$) C57BL/6 mice from day 1 to day 13 of the 1.5% AOM/DSS protocol. Afflicted area of distal colons with tumours in 17-week-old **m** NCD ($n=6-7$) and **n** HFD-fed ($n=6-7$) C57BL/6 mice at day 62 injected with either PBS, 500 μ g anti-IL-6 antibody or 150 μ g sGP130Fc at day 3 of the 1.5% AOM/DSS protocol. Tumour number <2 mm of 17-week-old **o** NCD ($n=6-7$) and **p** HFD-fed ($n=6-7$) C57BL/6 mice at day 62 injected with either PBS, 500 μ g anti-IL-6 antibody or 150 μ g sGP130Fc at day 3 of the 1.5% AOM/DSS protocol. Tumour number >2 mm of 17-week-old **q** NCD ($n=6-7$) and **r** HFD-fed ($n=6-7$) C57BL/6 mice at day 62 injected with either PBS, 500 μ g anti-IL-6 antibody or 150 μ g sGP130Fc at day 3 of the 1.5% AOM/DSS protocol. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high fat diet; BMDM, bone marrow derived macrophages; IEC, intestinal epithelial cells. Data are represented as mean $\pm$ SEM or center line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, * $p \leq 0.05$, ** $p \leq 0.01$ and *** $p \leq 0.001$ two-tailed unpaired Student's *t*-test **a, b, d**, one-way **e, f, g, h, i, j, m, n, o, p, q, r** or two-way ANOVA followed by Fisher LSD **k, l**.

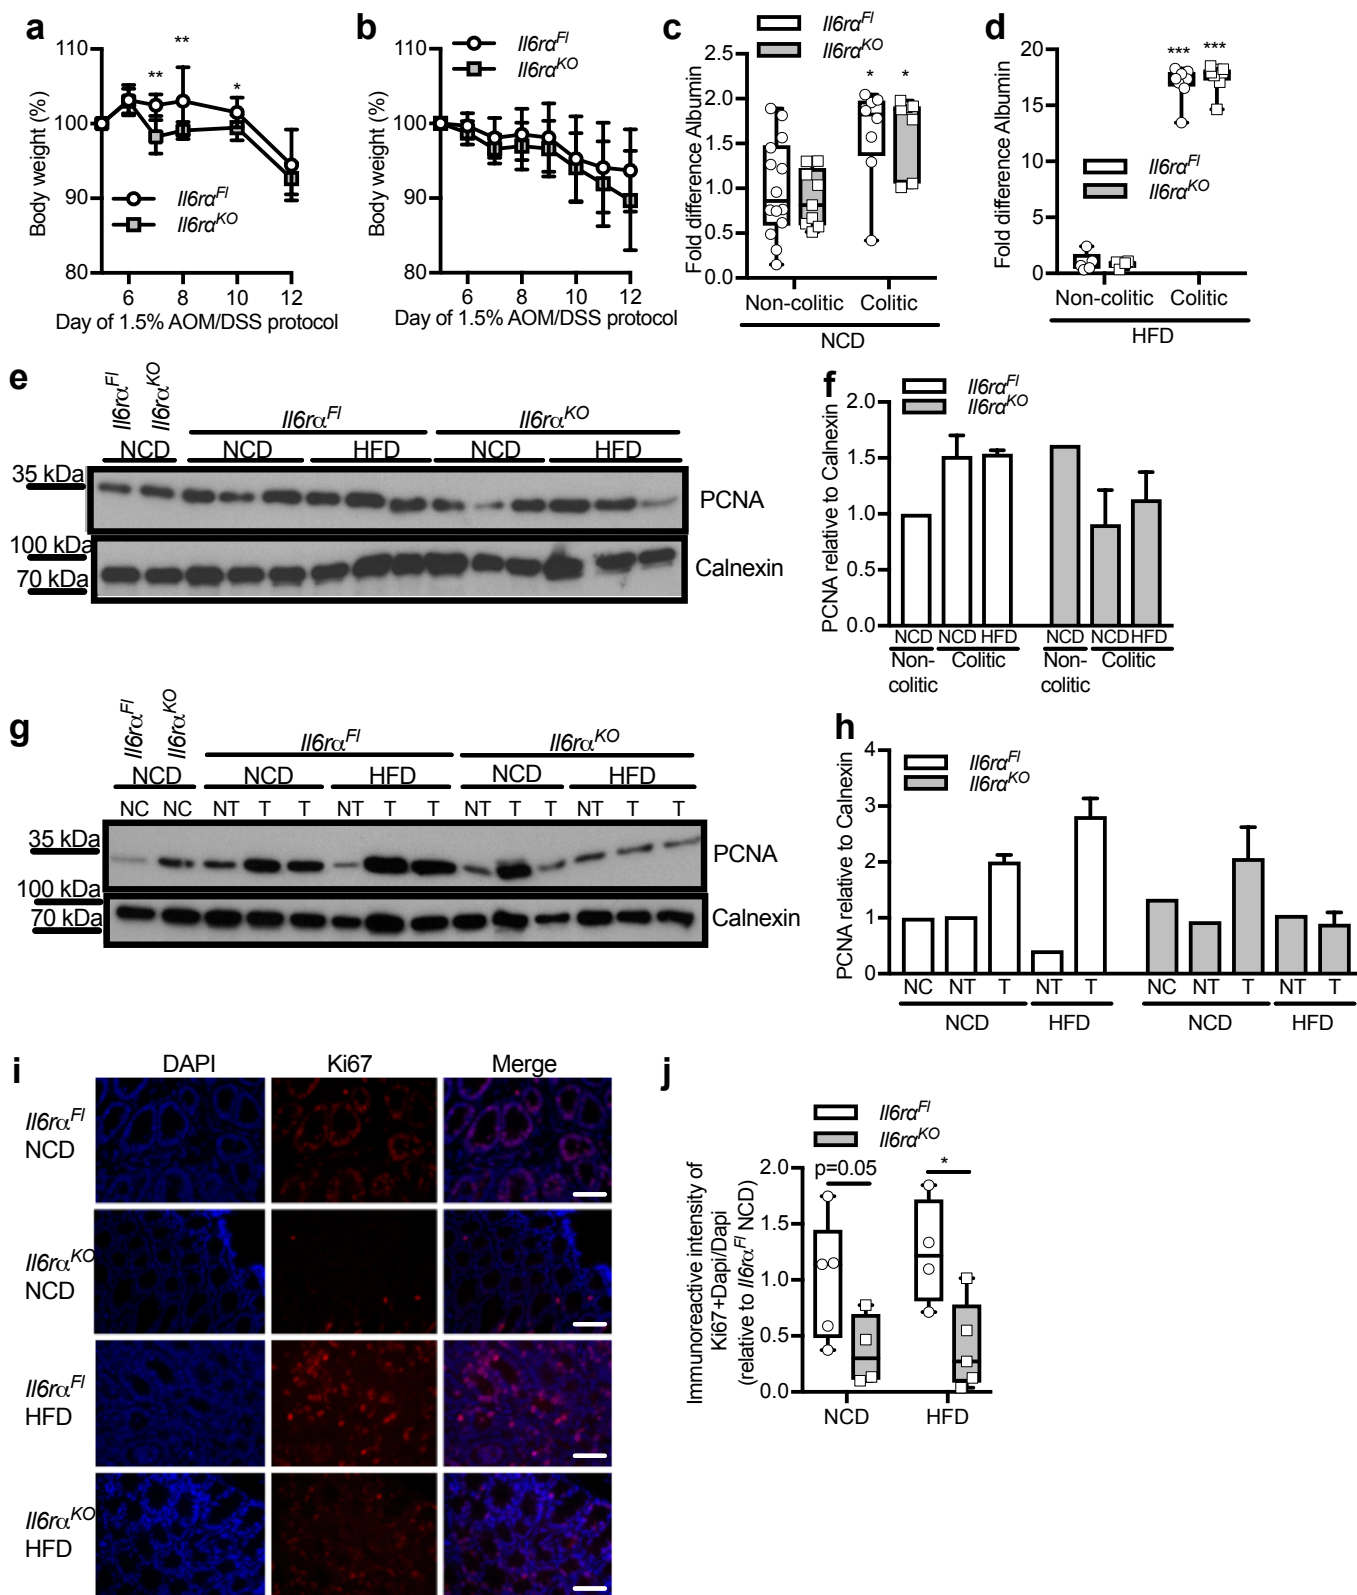

Supplementary Fig. 3 Characteristics of *Il6ra^{Fl}* and *Il6ra^{KO}* mice in CAC. Body weight loss in % of **a** NCD ($n=10$) or **b** HFD-fed ($n=6-8$) *Il6ra^{Fl}* and *Il6ra^{KO}* mice from day 5 to day 12 of the 1.5% AOM/DSS protocol. Normalised albumin concentration in faeces of non-colitic 8- and colitic 10-week-old *Il6ra^{Fl}* and *Il6ra^{KO}* mice at day 0 and day 13 of the 1.5% AOM/DSS protocol fed a **c** NCD ($n=7-14$) or a **d** HFD ($n=4-8$); results are presented relative to *Il6ra^{Fl}* non-colitic NCD or HFD respectively. **e** Immunoblot analysis of PCNA and Calnexin (loading control) in non-colitic (first two columns) at day 0 and colitic distal colon tissue at day 13 of the 1.5% AOM/DSS protocol from *Il6ra^{Fl}* and *Il6ra^{KO}* mice fed a NCD or HFD and its **f** quantification. **g** Immunoblot analysis of PCNA and Calnexin (loading control) in non-colitic (NC), non-tumour tissue (NT) and tumour tissue (T) of colons at day 62 of the 1.5% AOM/DSS protocol from 17-week-old *Il6ra^{Fl}* and *Il6ra^{KO}* mice fed a NCD or HFD and its **h** quantification. **i** Representative immunofluorescent staining of Ki67 proliferating IECs in colons of 17-week-old *Il6ra^{Fl}* and *Il6ra^{KO}* mice at day 62 of the 1.5% AOM/DSS protocol using Ki67 antibody (red) counterstained by DAPI (blue) and its **j** quantification, immunoreactive intensity of Ki67 and DAPI double positive cells set relative to all DAPI positive cells ($n=4-5$). AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high fat diet; CAC, colitis-associated colorectal cancer; PCNA, proliferating cell nuclear antigen; IEC, intestinal epithelial cells. Data are represented as mean $\pm$ SEM or center line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, * $p \leq 0.05$, ** $p \leq 0.01$ and *** $p \leq 0.001$ two-way ANOVA followed by Fisher LSD **a**, **b**, **c**, **d**, **j**. Scale bar, 50 μ m i.

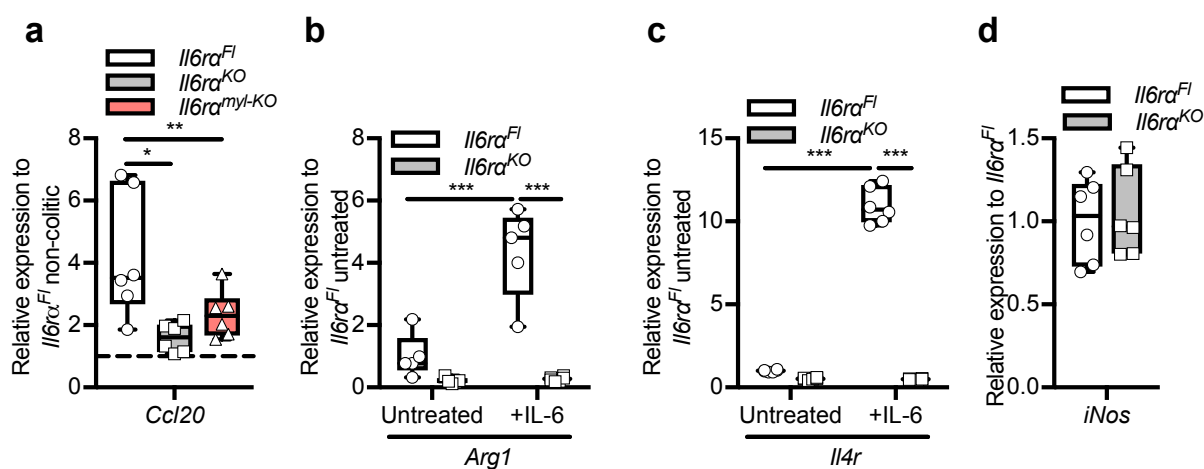

Supplementary Fig. 4 IL-6 signalling in macrophage promotes M2 polarisation. **a** qPCR analysis of *Ccl20* gene expression in isolated IECs from colitic colons from 10-week-old *Il6ra^{Fl}* ($n=6$), *Il6ra^{KO}* ($n=6$) and *Il6ra^{myl-KO}* ($n=6$) NCD-fed mice at day 13 of the 1.5% AOM/DSS protocol, results are presented relative to non-colitic *Il6ra^{Fl}* IECs. qPCR analysis of **b** *Arg1* and **c** *Il4r* gene expression in control *Il6ra^{Fl}* versus *Il6ra^{KO}* M2 polarised and IL-6 treated BMDM ($n=6$) for 8 h, results are presented relative to *Il6ra^{Fl}* BMDM. **d** qPCR analysis of *iNos* gene expression in control *Il6ra^{Fl}* versus *Il6ra^{KO}* M1 polarised BMDM ($n=6$), results are presented relative to control BMDM. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; IEC, intestinal epithelial cells; BMDM, bone marrow derived macrophages. Center line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, * $p \leq 0.05$, ** $p \leq 0.01$ and *** $p \leq 0.001$ two-tailed unpaired Student's *t*-test **d** or one-way **a** or two-way ANOVA followed by Fisher LSD **b**, **c**.

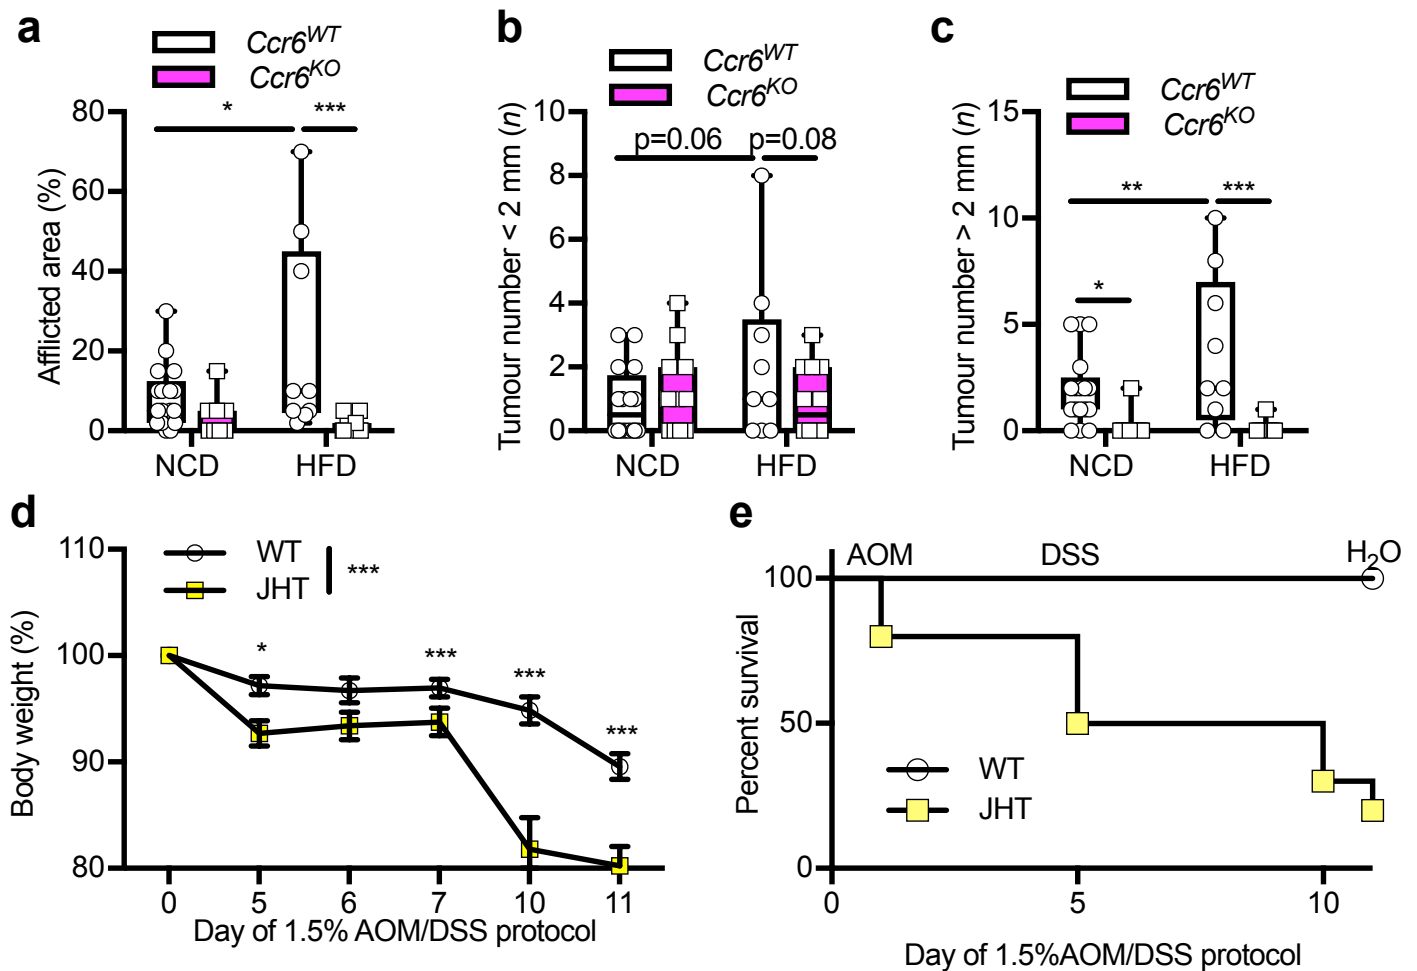

Supplementary Fig. 5 Tumour size of *Ccr6*^{WT} and *Ccr6*^{KO} mice and obese JHT mice in CAC. **a** Afflicted area of distal colons with tumours in 17-week-old NCD ($n=10-17$) and HFD-fed ($n=9-11$) *Ccr6*^{WT} and *Ccr6*^{KO} mice at day 62 of the 1.5% AOM/DSS protocol. **b** Tumour number <2 mm of 17-week-old NCD ($n=10-17$) and HFD-fed ($n=9-11$) *Ccr6*^{WT} and *Ccr6*^{KO} mice at day 62 of the 1.5% AOM/DSS protocol. **c** Tumour number >2 mm of 17-week-old NCD ($n=10-17$) and HFD-fed ($n=9-11$) *Ccr6*^{WT} and *Ccr6*^{KO} mice at day 62 of the 1.5% AOM/DSS protocol. **d** Body weight loss in % of HFD-fed WT ($n=8$) and JHT ($n=9$) mice at day 0 to day 11 of the 1.5% AOM/DSS protocol. **e** Kaplan-Meier survival curve of HFD-fed WT ($n=8$) and JHT ($n=9$) mice at day 0 to day 11 of the 1.5% AOM/DSS protocol. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high fat diet; CAC, colitis-associated colorectal cancer; JHT, targeted deletion of the JH locus. Data are represented as mean $\pm$ SEM or center line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, * $p \leq 0.05$, ** $p \leq 0.01$ and *** $p \leq 0.001$ two-way ANOVA followed by Fisher LSD **a**, **b**, **c**, **d**.

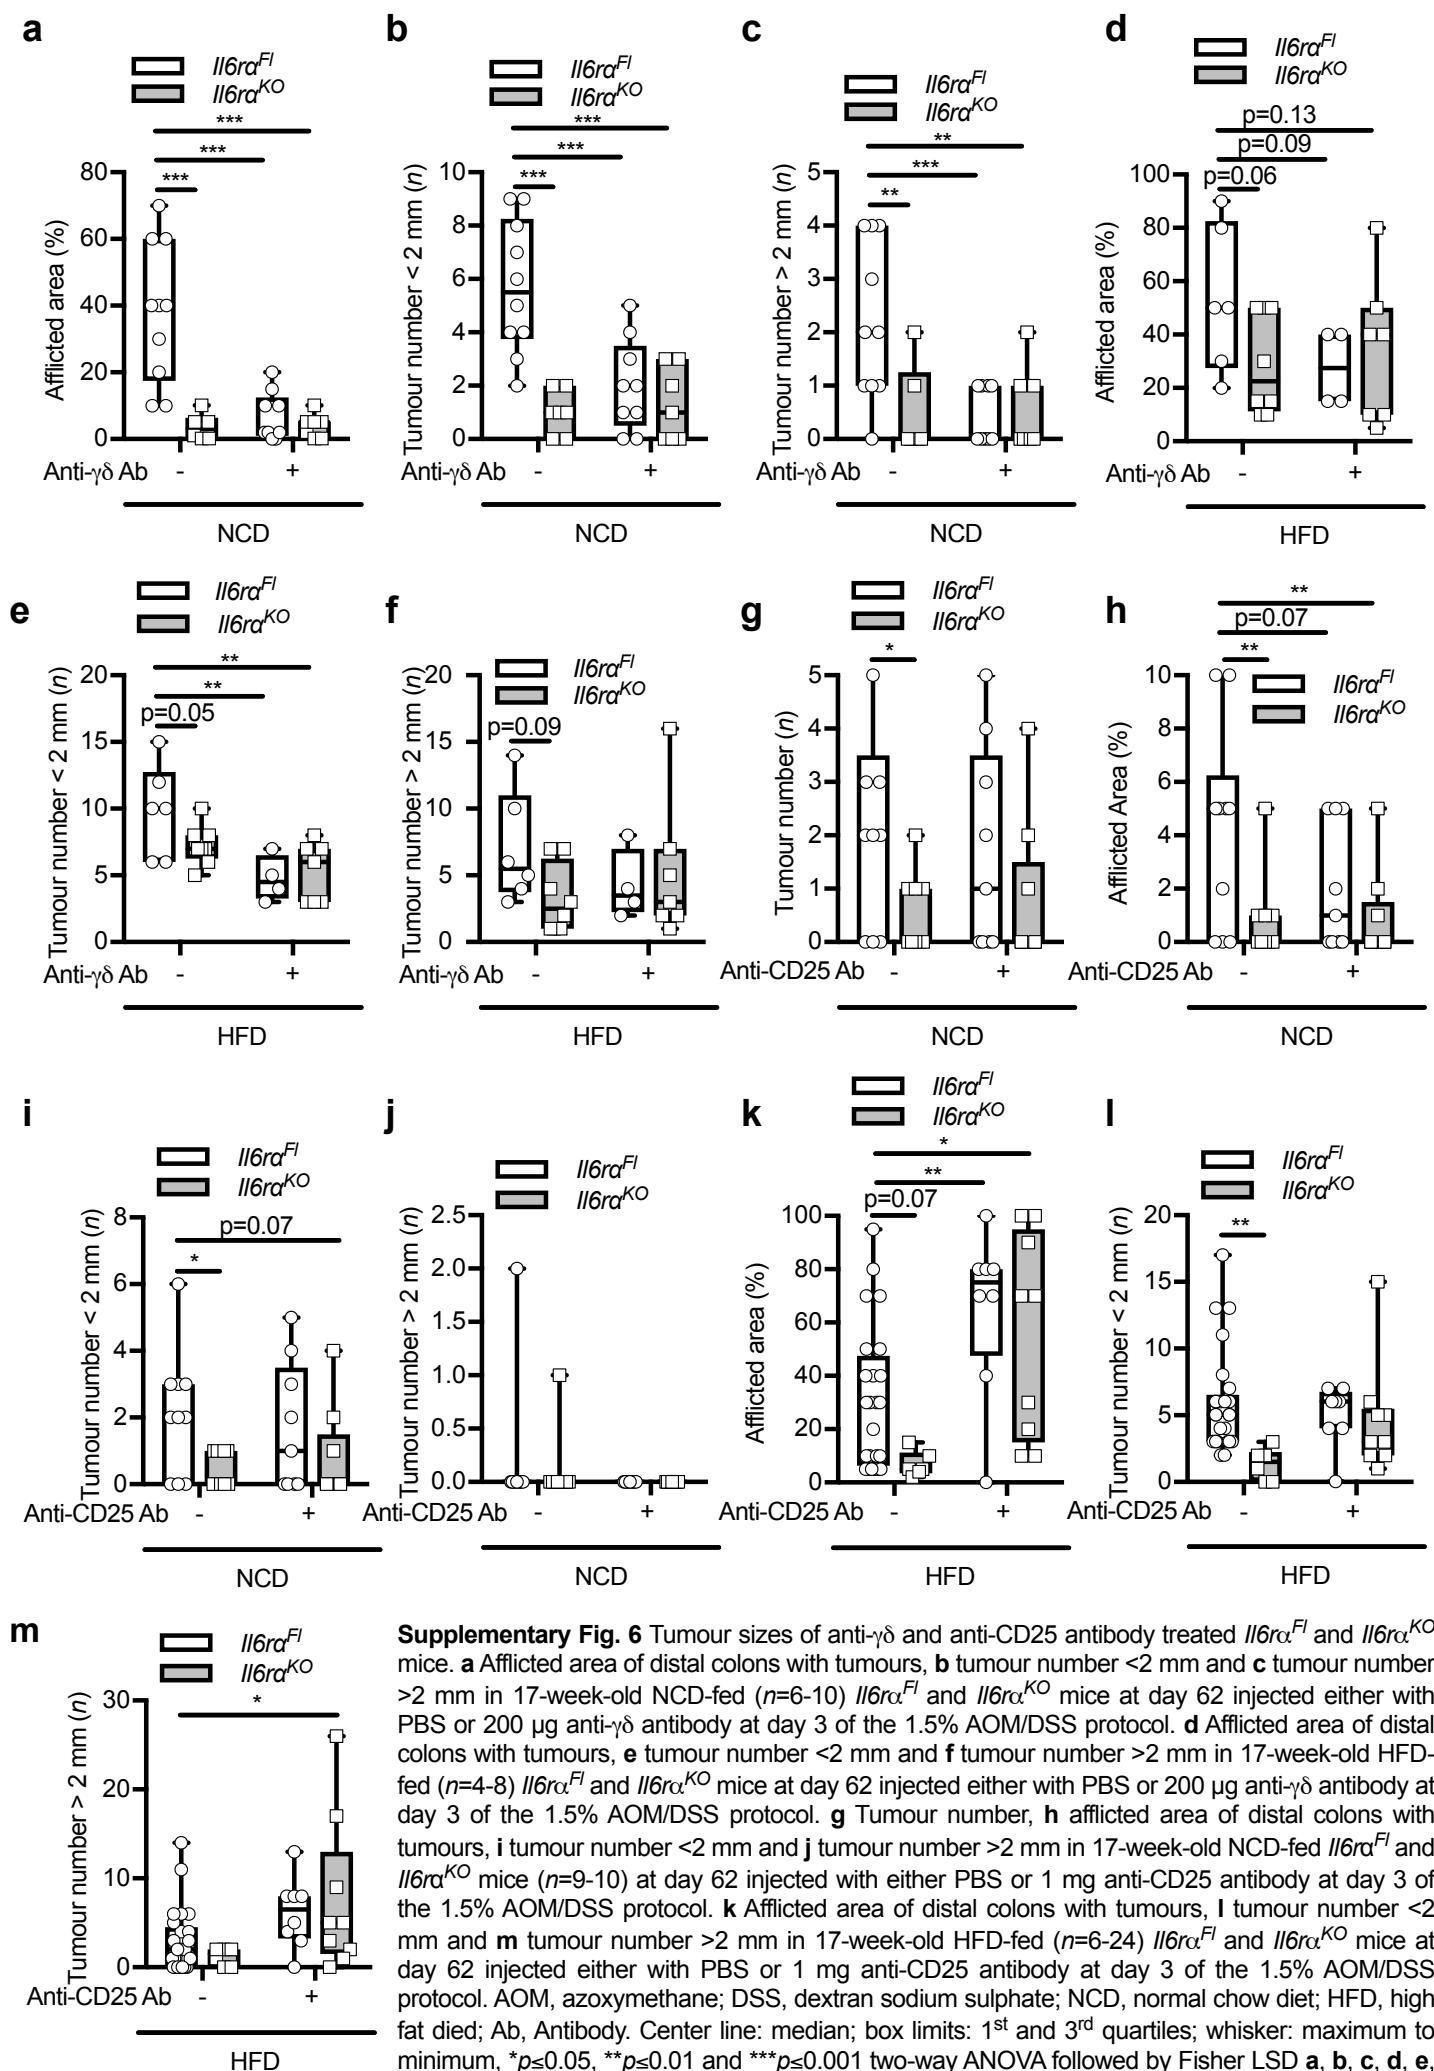

Supplementary Fig. 6 Tumour sizes of anti- $\gamma\delta$ and anti-CD25 antibody treated $Il6ra^{Fl}$ and $Il6ra^{KO}$ mice. **a** Afflicted area of distal colons with tumours, **b** tumour number <2 mm and **c** tumour number >2 mm in 17-week-old NCD-fed ($n=6-10$) $Il6ra^{Fl}$ and $Il6ra^{KO}$ mice at day 62 injected either with PBS or 200 μ g anti- $\gamma\delta$ antibody at day 3 of the 1.5% AOM/DSS protocol. **d** Afflicted area of distal colons with tumours, **e** tumour number <2 mm and **f** tumour number >2 mm in 17-week-old HFD-fed ($n=4-8$) $Il6ra^{Fl}$ and $Il6ra^{KO}$ mice at day 62 injected either with PBS or 200 μ g anti- $\gamma\delta$ antibody at day 3 of the 1.5% AOM/DSS protocol. **g** Tumour number, **h** afflicted area of distal colons with tumours, **i** tumour number <2 mm and **j** tumour number >2 mm in 17-week-old NCD-fed $Il6ra^{Fl}$ and $Il6ra^{KO}$ mice ($n=9-10$) at day 62 injected with either PBS or 1 mg anti-CD25 antibody at day 3 of the 1.5% AOM/DSS protocol. **k** Afflicted area of distal colons with tumours, **l** tumour number <2 mm and **m** tumour number >2 mm in 17-week-old HFD-fed ($n=6-24$) $Il6ra^{Fl}$ and $Il6ra^{KO}$ mice at day 62 injected either with PBS or 1 mg anti-CD25 antibody at day 3 of the 1.5% AOM/DSS protocol. AOM, azoxymethane; DSS, dextran sodium sulphate; NCD, normal chow diet; HFD, high fat diet; Ab, antibody. Center line: median; box limits: 1st and 3rd quartiles; whisker: maximum to minimum, * $p \leq 0.05$, ** $p \leq 0.01$ and *** $p \leq 0.001$ two-way ANOVA followed by Fisher LSD **a, b, c, d, e, f, g, h, i, j, k, l, m**.

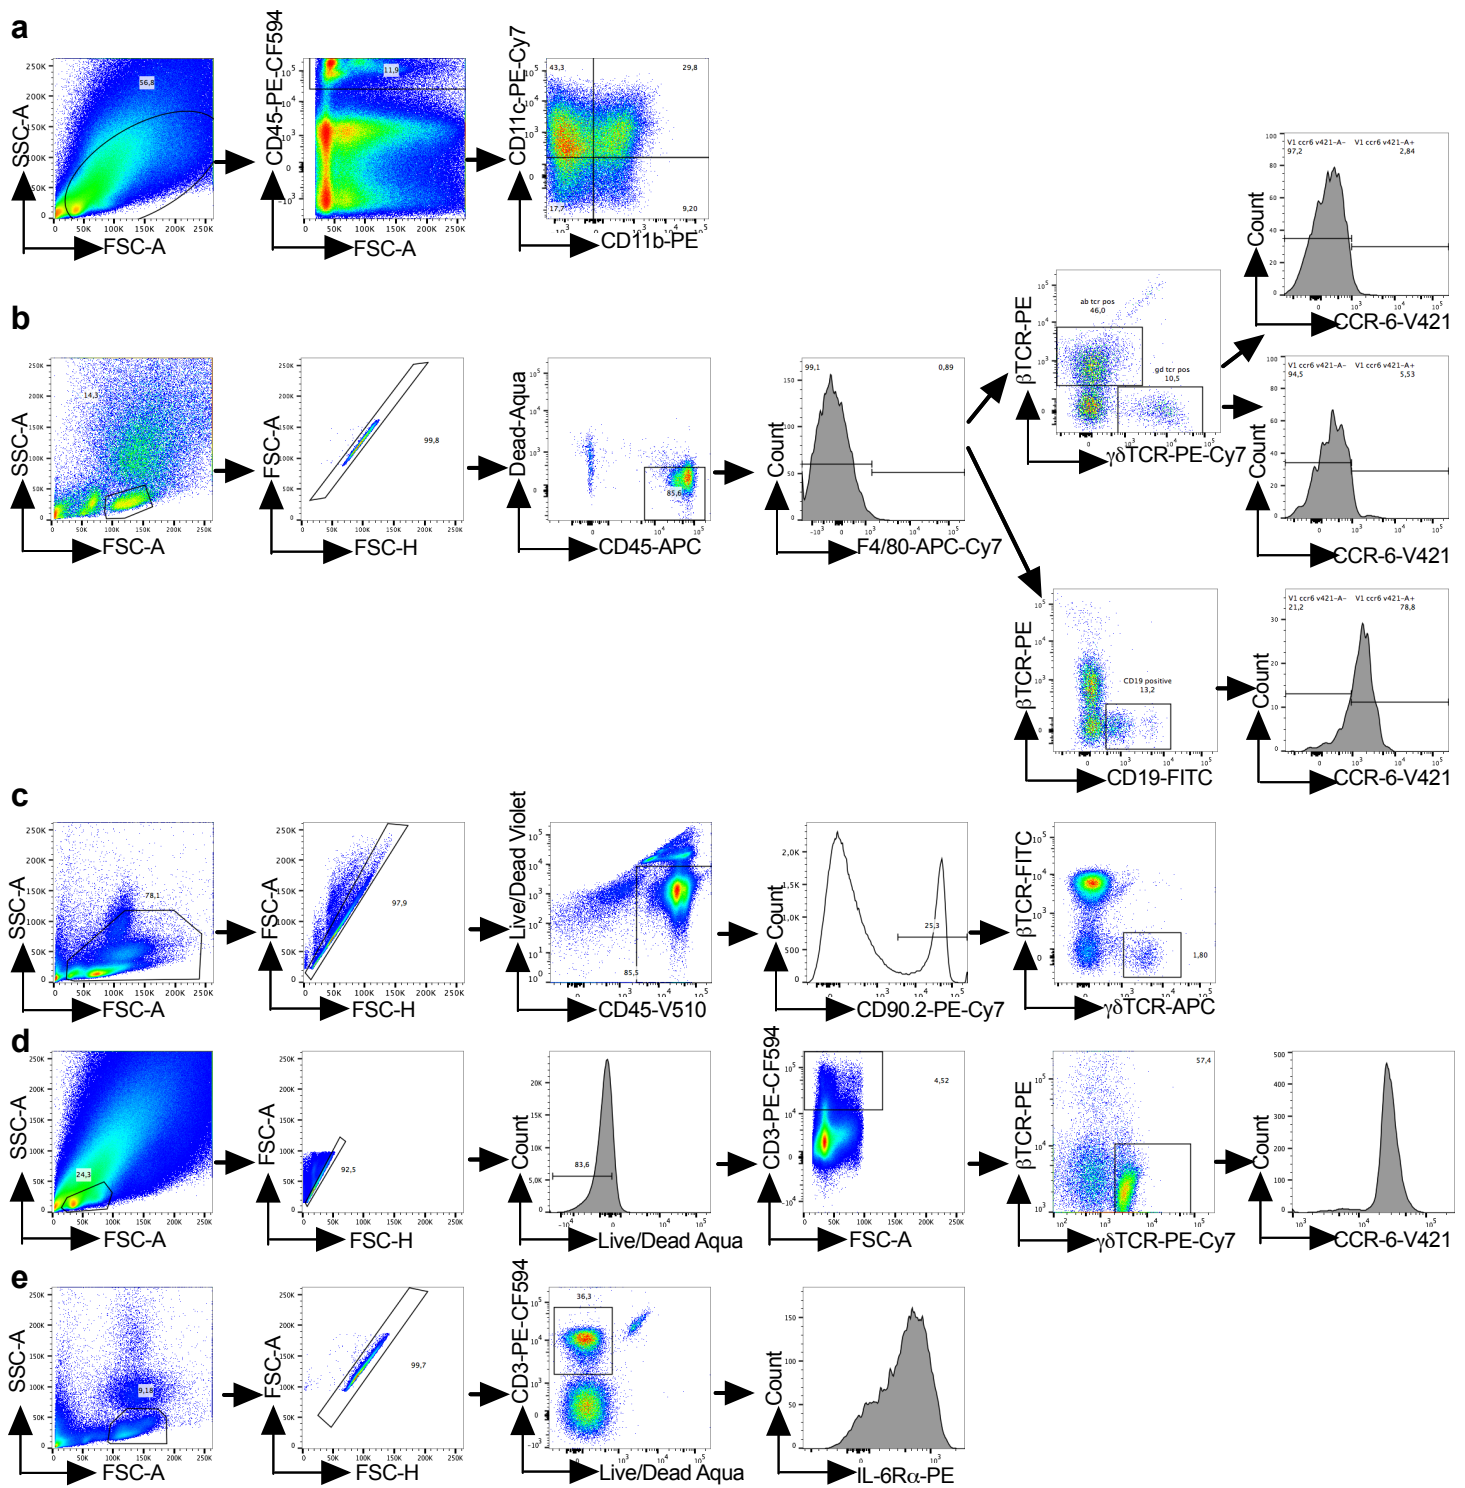

Supplementary Fig. 7 Representative FACS gating strategies. Gating strategies for **a** Fig. 2h+i; **b** Fig. 4f,g,h; **c** Fig. 7a; **d** Fig. 7b; **e** Supplementary Fig. 2c.

a

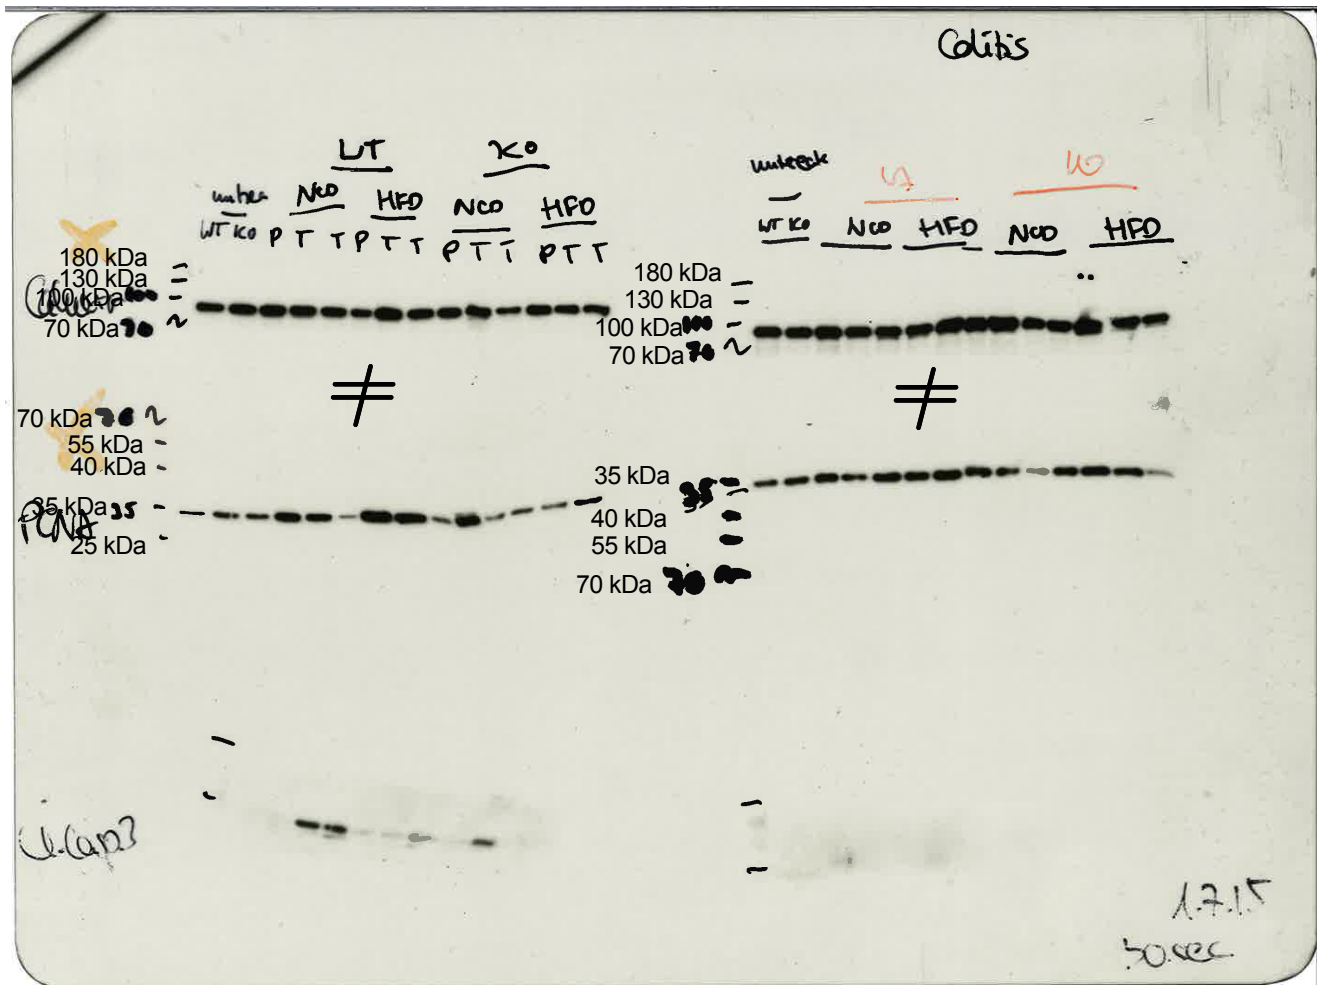

Supplementary Fig. 8 Original data of immunoblots. Immunoblot data corresponding to Supplementary Fig. 3e+g. Immunoblots were cut at 70 kDa, the upper part was incubated with anti-Calnexin antibody, the lower part with anti-proliferating cell nuclear antigen (PCNA) antibody.

Supplementary Table 1 List of downregulated genes in IL-6R α -deficient tumours

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

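Gene expression was measured in colon tumours of HFD-fed *Il6rα* Fl control and *Il6rα* KO mice, with 3 samples per genotype and 1 Affymetrix Mouse Gene ST array per sample. The mice were killed at 17 weeks of age, on day 62 of the AOM/DSS protocol, in which 10 mg/kg AOM was injected on day 1 and 1.5% DSS was given for 5 days from day 5. The labels give genotype, diet, tissue and replicate number, and no batch or date. The other experiments of the paper are not analysed here, and the paper does not state whether the arrayed tumours were used in them.

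The deposited log2 expression values were made by the authors, for which the methods name Affymetrix Power Tools and RMA (version not stated), with background correction, quantile normalisation and summarisation per probe set, and R 2.13.1. The medians and SDs of the 6 columns differ, as given below, so that it stays open whether the columns were normalised together. The deposited p-value of each probe set comes from the authors' comparison of control and *Il6rα* KO tumours, for which the methods name Student's test. The deposited score is the authors' signed fold change, the ratio of the genotypes on the linear scale, negative where *Il6rα* KO tumours are lower. The fold changes computed from the 6 arrays equal that column, with a largest difference of 1.78e-14. The deposited p-values differ from the methods' test run on the 6 deposited columns: their median is 0.929, against 0.323, and 53.7% of them lie above 0.9, while their rank correlation with the recomputed values over probe sets is 0.896. They were therefore not used for the results, and stand only as an alternative. The expression values were deposited in 2 tables, and 0 cells differ between them.

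Of 28815 probe sets, 22701 carry 1 gene symbol, 2655 carry several and 3459 carry none. The latter groups were left out. Of 20601 genes, 1216 had more than 1 probe set, and the one with the highest mean over the 6 arrays was used. Of the symbols, 19577 were matched to the reference gene table through their Entrez identifiers. Positions are those of the deposited annotation, on NCBIM37. *Fabp5*, *Stat5b* and *Tcrg-C1*, which the paper names, had no probe set with that symbol alone and have no value. The array medians were 6.16, 6.40 and 6.50 in control and 6.27, 6.16 and 6.15 in *Il6rα* KO samples, and the SDs were 1.93, 1.59 and 1.37 in control and 1.73, 1.79 and 1.79 in *Il6rα* KO samples. No background level is given in the files, so that no gene was called absent. The number of arrays limits the precision of every value.

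The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over the 20601 genes. The counts use the study's thresholds, a p of at most 0.025 and a fold change above 1.5. Beside them stand counts at an adjusted p under 0.05. Single genes were also compared by a two-sided exact permutation test, whose smallest p is 0.1. Of 36 gene lists, fixed before the data were examined, 35 had at least 5 measured genes. They cover B cells, germinal centres and follicles, follicle-associated epithelium with M cells, plasma cells, T cells, regulatory T cells, γδ T and type 17 cells, NK and cytotoxic cells, macrophages, M2 and M1 activation, dendritic cells, neutrophils, mast cells and eosinophils, chemokines, chemokine receptors, MHC class II, interferon-stimulated genes, IL-6 and STAT3 targets, NF-κB targets, antimicrobial epithelial genes, goblet cells, absorptive colonocytes, crypt and Wnt target genes, enteroendocrine and tuft cells, PPAR and lipid metabolism, adipocytes, proliferation, replication histones, fibroblasts and matrix, endothelium, smooth muscle, enteric neurons and glia, hypoxia and glycolysis, and stress response. A list of erythroid genes had too few measured genes. Lists were tested with limma's camera with a preset correlation of 0.01, which compares a list with the other genes, adjusted over the lists, and again with an estimated correlation and with fry. No cell type was called from them.

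The genes named are, by a rule set before the data were examined, the 10 largest rises and the 10 largest falls at the study's thresholds among genes whose genotypes do not overlap, every gene the paper names for these tumours in its text, Fig. 3b or Fig. 4a, and up to 4 members with the smallest p of each list that passed or is described. Values printed in those figures had been seen before. The rule gave 136 genes, some of which are not reported here. Lists were compared with 10000 random lists of genes matched on mean expression, drawn from 50 groups of like expression. The 95% intervals of differences of medians come from 10000 bootstrap resamples of genes, not of mice.

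The alternatives set at that time were the methods' t-test, cyclic loess, median centring, a filter on dim genes (a value above the array's median in at least 3 arrays), the mean of a gene's probe sets, every probe set on its own, a trend and robust variance in eBayes, array weights, the replicate number as a block, an adjusted p under 0.1 with the fold threshold, camera with an estimated correlation, fry, the other deposited table where its values differ, and leaving out each array in turn. Quantile normalisation of the deposited columns, the array SD as a covariate and the deposited p-values were added after the data were seen. The procedure was tested on simulated data with 3 samples per genotype, in which each gene was drawn independently with its own mean and spread. Of 100 genes with a log2 change of 1, 74 were recovered at the study's thresholds and 1 after adjustment, and of 100 genes with a log2 change of 2, 98 and 53 were recovered. Of 20401 unchanged genes, 255 were called lower and 252 higher at the study's thresholds and 2 after adjustment. A shifted list was found, and no other list was called. These genes were independent and the simulated arrays had no array-wide differences. The simulation therefore cannot show how the list tests or the counts behave on the real arrays. Tables were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.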

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

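The tests of the gene lists were fixed beforehand, the test on genes shared by all epithelial cells was set before its result was seen, and the other comparisons with random lists were chosen after seeing the data. The paper reports no clear pathway among the genes higher in *Il6rα* KO tumours, and 7 of the 35 gene lists tested here had higher expression in these tumours than in control tumours with camera. The lists were absorptive colonocytes (median log2 change 1.18), goblet cells (0.87), smooth muscle (0.50), interferon-stimulated genes (0.40), hypoxia and glycolysis (0.26), PPAR and lipid metabolism (0.23) and antimicrobial epithelial genes (0.13), and none passed with an estimated correlation (adjusted p = 0.367 to 0.634). Of 22 interferon-stimulated genes, none was called and 18 had a higher mean, *Oas2* with 0.64 and *Oasl2* with 0.98 (camera adjusted p = 6.21e-05; median 0.25 without control replicate 3, adjusted p = 0.00173). Of 28 genes of PPAR and lipid metabolism, *Pparg*, *Fabp2* and *Acaca* were among those higher at the study's thresholds and 19 had a higher mean (camera adjusted p = 0.00154; the median was −0.01 without control replicate 3, with the test still upward, adjusted p = 0.00955). Of 16 antimicrobial genes, *Retnlb*, *Ang4* and *Duox2* were higher at the study's thresholds (adjusted p = 0.00840, but 0.0827 without control replicate 3, 0.185 after cyclic loess, and a median of −0.00 with the array SD as a covariate, an alternative chosen after seeing the data). Of 14 smooth muscle genes, none was called (adjusted p = 0.0399; median −0.10 and adjusted p = 0.996 without control replicate 3, adjusted p = 0.332 after cyclic loess, and adjusted p = 0.427 without *Il6rα* KO replicate 1). Of 15 genes of hypoxia and glycolysis, none was called (adjusted p = 0.0437; median −0.00 and adjusted p = 0.802 without control replicate 3, adjusted p = 0.644 after cyclic loess, and adjusted p = 0.0901 and 0.0578 without *Il6rα* KO replicates 1 and 3).

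The pattern weighed here is the higher expression of absorptive and goblet genes, with a median log2 change of 1.12 over 39 genes. Control replicates 2 and 3 have bright genes at lower values, with 95th percentiles of 9.31 and 8.72, against 9.50 to 9.67 in *Il6rα* KO arrays. Control replicate 1 does not (9.85). Random genes of like expression had a median of 0.47, and the absorptive and goblet genes lay at percentile 100 of such random lists. They also lay at percentile 100 without control replicate 3 (median 0.58, against 0.08 for like genes). Compression of bright genes, in control replicates 2 and 3 or in replicate 3 alone, therefore does not account for the whole difference. Epithelium of every kind would raise genes shared by all epithelial cells as well, and 19 such genes had a median of 0.58, close to that of random genes of like expression (0.54, percentile 57.7), and of 0.07 without control replicate 3 (percentile 36.9). A larger share of non-tumour mucosa in the *Il6rα* KO samples may contribute: without control replicate 3, crypt and Wnt target genes lay at percentile 0.05 (median −0.26), while with all arrays and without control replicate 1 they lay at percentile 1.94, and a change within the tumour cells towards maturation, which the genotype could bring, was not tested.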

How the results depend on the processing

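Alternatives marked "added" were chosen after seeing the data. *Ccl20* and *Ccr6* stayed lower in *Il6rα* KO tumours under every alternative that gave them a value, from −1.43 to −0.88 and from −1.12 to −0.76 when 1 array was left out. *Ccl20* missed the study's thresholds with the methods' t-test (−1.15), cyclic loess (−0.90), median centring (−0.99) and quantile normalisation (added, −0.88), and without *Il6rα* KO replicate 3 (−1.04). *Ccr6* missed them with cyclic loess (−0.65) and without *Il6rα* KO replicate 2 (−0.76). The filter on dim genes left no value for either gene, since *Ccl20* lay above the array's median in 2 and *Ccr6* in 1 of the 6 arrays. *Il6ra*, which was not called, turned to 0.017 with array weights. The count after adjustment (1) was 0 with the methods' t-test (where 1441 genes had a p under 0.05, against 1628 with limma), median centring, every probe set and the authors' p-values (added), 3 with cyclic loess, 3 with trend and robust eBayes, 4 with quantile normalisation, 932 with the array SD as a covariate (added), 13261 with array weights, and 0 to 5597 without 1 array. The count of lower genes (256) was 196 with the methods' t-test, 363 with cyclic loess, 356 with trend and robust eBayes, 342 with every probe set, 118 with median centring, 111 with the filter on dim genes, 3160 with array weights, 725 with the array SD, 139 with the authors' p-values, 0 at an adjusted p under 0.1, and 41 to 4079 without 1 array. The count of higher genes (447) was 169 with the methods' t-test, 949 with cyclic loess, 2706 with array weights, 691 with quantile normalisation, 881 with the array SD, 76 with the authors' p-values, 1 at an adjusted p under 0.1, and 123 to 3358 without 1 array. Lists lower (8) numbered 14 with the array SD, 3 with fry, 0 with an estimated correlation and 5 to 15 without 1 array. Lists higher (7) numbered 4 with cyclic loess, the filter on dim genes and the array SD, 0 with fry, 0 with an estimated correlation, and 4 to 8 without 1 array. Genes that changed sign, none of them called, were *Ccr3* (0.30 with cyclic loess, 0.16 with median centring, 0.23 with quantile normalisation, 0.27 with the array SD, −0.33 to 0.22 without 1 array), *Arg1* (0.028 with cyclic loess, 0.051 with quantile normalisation, −0.37 to 0.011 without 1 array), *Il4ra* (−0.20 with cyclic loess, −0.067 with the array SD, −0.014 to 0.48 without 1 array), *Il10* (0.12 with cyclic loess, 0.076 with median centring, 0.085 with quantile normalisation, 0.25 with the array SD, −0.45 to 0.18 without 1 array), *Pcna* (0.092 with median centring, −0.55 to 0.33 without 1 array), *Emr1* (0.11 with array weights, 0.10 with quantile normalisation, −0.45 to 0.22 without 1 array), *Ccr1* (−0.065 with the array SD, −0.056 to 0.21 without 1 array) and *Actg2* (−0.18 with array weights, −0.15 to 1.67 without 1 array). Over all alternatives and the named genes other than *Il6ra*, *Ccl20* and *Ccr6*, 1798 comparisons kept direction and side of the threshold, 272 lost the call, 108 gained it and 34 changed sign. Where fewer arrays or genes were tested the smaller number is part of the alternative; otherwise the cause was not tested. The values gave no clear sign that the replicate numbers pair the samples. The deviations from the mean of each genotype correlated across genes at −0.22, 0.05 and −0.09 for the numbers 1, 2 and 3. Only for number 2 was the own number the best match. With 3 arrays per genotype of unlike spread, these correlations cannot exclude a pairing. With the replicate block *Ccl20* (−1.15) and *Ccr6* (−0.97) were called, while 28 other named genes lost the call, among them *Ccl5*, *Cd22*, *Tnfrsf13c*, *Btk*, *Cd3e*, *Cd4* and *Il2ra*, and 3 gained it; the count of lower genes fell from 256 to 92 and that of higher genes was 462. The other deposited table was identical (0 cells differ) and gave no further value. Array weights are those fitted gene by gene, because the default fit did not converge, a switch made after the weights were seen; they gave control replicate 2 a weight of 9.46 and control replicate 1 one of 0.135. Signal over background is not given in the files and limits what can be said of dim genes.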

Differences from the paper's values

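The paper places *Ccl20* and *Ccr6* among the paper's 30 most strongly lowered genes. *Ccl20* was in place 23 here, and *Ccr6* in place 55 of 256 genes lower at the study's thresholds. *Ccl20* was in place 1529 without control replicate 1 and 175 with array weights, was not called with the methods' t-test, median centring or cyclic loess or without *Il6rα* KO replicate 3, was not tested with the filter on dim genes, and lay in places 11 to 45 with the other alternatives set before the data were examined. Of the same alternatives, *Ccr6* was in place 23 with the methods' t-test, 37 with median centring, 45 without control replicate 2, 36 without *Il6rα* KO replicate 1 and 24 without *Il6rα* KO replicate 3, which lie within 1.5 times the paper's bound. It was in place 52 with the mean of probe sets, 80 with every probe set, 72 with trend and robust eBayes, 338 with array weights, 68 with the replicate block, 1060 without control replicate 1 and 133 without control replicate 3, which do not. It was not called with cyclic loess or without *Il6rα* KO replicate 2, and was not tested with the filter on dim genes. With the deposited p-values, an alternative chosen after seeing the values, *Ccl20* was in place 10 and *Ccr6* in place 26 of 139 genes, and 2 of the 41 measured genes of Fig. 3b and Fig. 4a, *Cd83* and *Itgal*, whose fold changes lie under 1.5, were not called, nor was *Cd79a*.

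The paper states that *Cd79a* was lowered in IL-6Rα-deficient tumours together with other lymphocyte genes. *Cd79a* was not called here (log2 change −0.59, adjusted p = 0.531 from limma), although its mean was lower. It was called with array weights, without control replicate 3, and with the array SD as a covariate, which was chosen after seeing the values and called 35 of the 41 measured genes of Fig. 3b and Fig. 4a. Array weights called 3160 lower genes in all, so that a call there says little about *Cd79a*.

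Figures 3b and 4a draw genes as changed in IL-6Rα-deficient tumours. All 41 measured genes had the direction and fold change drawn there, and 34 were called with limma. *Foxa2* (log2 change −0.59), *Il16* (−0.70), *Rasgrp2* (−0.70), *Tgfb1* (−0.64), *Itgal* (−0.57), *Cd83* (−0.58) and *Tyro3* (−0.62) were not. *Foxa2* was called with array weights and without control replicate 1, *Il16* and *Tyro3* with trend and robust eBayes, array weights and without control replicate 1, *Rasgrp2* with these too, *Tgfb1* with trend and robust eBayes and without control replicate 1, *Cd83* with array weights, and *Itgal* with none. Of the alternatives chosen after seeing the values, quantile normalisation called *Il16* and 21 of the 41 in all, the array SD as a covariate called *Rasgrp2*, and the deposited p-values called 39 of the 41. With the methods' t-test 25 of the 41 were called, with median centring 20 and with cyclic loess 15. Array weights called 3160 lower genes in all and leaving out control replicate 1 called 4079, against 256. A call under these settings therefore says little about a single gene.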

Other observations

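The tests of the gene lists were fixed beforehand, while the comparisons with random lists, the bootstrap interval and the count of splits were chosen after seeing the data. Genes of other cell types and programmes did not pass as lists with camera. Of 22 crypt and Wnt target genes, *Ascl2*, a regulator of intestinal stem cells, and *Sox4* were among those that fell, by 0.87 (standard error 0.23) and 0.91 (standard error 0.27), and none rose, while 9 had a higher mean (list median −0.06, adjusted p = 0.568; median 0.13 without control replicate 1). Both calls were lost when single arrays were left out, though the log2 changes stayed similar. *Ascl2* lost it without *Il6rα* KO replicate 2 (log2 change −0.85). *Sox4* lost it without control replicate 2 (−0.87) or *Il6rα* KO replicate 1 (−0.85) or 2 (−0.79). Of 24 proliferation genes, none was called (median 0.10, adjusted p = 0.0848; 0.00829 without control replicate 1 and 0.0190 without *Il6rα* KO replicate 1). Their median turned to −0.17 without control replicate 3 (adjusted p = 0.981), so that 1 array decides its sign. *Mki67* had 0.78 (standard error 0.31), *Top2a* 0.72 (standard error 0.38) and *Pcna* −0.07 (standard error 0.42), the last with a sign that changed with median centring. *Pcna* had −0.56 after cyclic loess and −0.55 without control replicate 3, and was called in neither. Without control replicate 1 it had 0.33. The paper reports less PCNA on immunoblots and less Ki67 staining in IL-6Rα-deficient tumours. Those are protein measures. The RNA values here do not show a fall of *Mki67*, and whether *Pcna* falls depends on the array and the normalisation. Of 19 macrophage genes, none was called and 14 had a lower mean (median −0.30, adjusted p = 0.194; 0.00173 without control replicate 3; median −0.19 without control replicate 1 and −0.04 after cyclic loess), with *Emr1* at −0.18 (standard error 0.35) and *C1qc* at −0.99 (standard error 0.42). For M2 activation the adjusted p was 0.654, with *Arg1* at −0.17 (standard error 0.29), for M1 activation 0.279, with *Nos2* at 0.15 (standard error 0.25), and for IL-6 and STAT3 targets 0.678 (0.0191 without control replicate 3), with *Socs3* at −0.44 (standard error 0.25). By qPCR of tumours, the paper reports reduced *Arg1* and unaltered *iNos* (*Nos2*). The array value of *Arg1* neither shows nor excludes such a fall.

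The chemokine receptor genes *Ccr1* and *Ccr3*, which the paper measured by qPCR in HFD-fed tumours, had log2 changes of 0.04 (standard error 0.25) and −0.00 (standard error 0.34) on the arrays. *Foxp3* had −0.38 (standard error 0.29) and *Tcra* −0.44 (standard error 0.38), and neither was called. By qPCR of tumours, the paper reports fewer Tregs and αβ T cells in IL-6Rα-deficient tumours, with an αTCR probe for the constant region. Whether the array's *Tcra* probe set covers that region was not tested. The array values of *Foxp3* and *Tcra* neither show nor exclude such a fall. The remaining lists had adjusted p = 0.177 for dendritic cells, 0.721 for mast cells and eosinophils, 0.445 for NF-κB targets (0.0249 without control replicate 3), 0.290 for enteroendocrine and tuft cells, 0.136 for adipocytes, 0.449 for replication histones (0.0497 without control replicate 3), 0.194 for fibroblasts and matrix, 0.929 for endothelium and 0.194 for the stress response (0.00261 without control replicate 3). Without control replicate 3 the crypt and Wnt target genes also passed, as lower (adjusted p = 0.00508), as they did after cyclic loess (8.88e-04), where the stress response passed too (0.0141).

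B cell and T cell genes were lower in *Il6rα* KO tumours, with a median log2 change of −0.60 over 51 genes. If epithelium had diluted all other cells alike, genes of fibroblasts, endothelium and smooth muscle would be lower by as much. The median of B cell and T cell genes lay at −0.70 relative to these (95% bootstrap interval −0.92 to −0.51), and without control replicate 3 the medians were −0.61 and −0.08. The interval resamples genes, which are not independent replicates, and does not measure the spread between mice. Part of the difference goes with brightness, as random genes of like expression had medians of −0.25 and 0.04. Other lists outside the epithelium were also lower, with medians of −0.46 for enteric neurons and glia and −0.35 for adipocytes, which did not pass. An unequal dilution therefore stays open. Dim genes raised by compression of control replicates 2 and 3 do not account for the whole fall of B cell and T cell genes. These genes, some of them chosen by the study on these samples, lay at percentile 0 of 10000 random lists of like expression (median −0.25). Lymphoid tissue in control replicate 1 alone does not either, since they lay at percentile 0 without that array too. Fewer lymphocytes in the tumours of *Il6rα* KO mice, as the paper proposes, may underlie the difference, as may a change of these genes within lymphocytes, which the arrays do not separate.

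*Ccl20* was lower together with B cell genes, and it is expressed by the epithelium over lymphoid follicles as well as by macrophages. Of 14 genes of follicle-associated epithelium and M cells, *Spib*, *Ccl20* and *Gp2* fell and none rose (2 when adjusted over the list alone; median −0.50, camera adjusted p = 0.162, but 6.03e-06 without control replicate 3, 0.0153 after cyclic loess and 0.957 without control replicate 1). Fewer lymphoid follicles with their covering epithelium in the *Il6rα* KO samples could lower both. The 12 genes other than *Ccl20* and *Spib* lay at percentile 0.22 of random lists of like expression and at 0.08 without control replicate 3, but at 11.3 without control replicate 1, while genes of germinal centres and follicles lay at 0.09, at 0 and at 1.46. Since control replicate 1 decides the test on the covering epithelium, this explanation and a lower *Ccl20* in other cells cannot be told apart.

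The 6 samples can be split into groups of 3 in 10 ways, too few for a share under 0.05. After adjustment, 1 gene passed for the genotypes, and the highest of the other splits had 0, so that 1 split gave as many. For lower genes (256) and for higher genes (447), the highest of the other splits had 1926, and 2 splits, the genotypes included, gave as many. For lists, 8 were lower and 7 higher, with 16 the highest of the other splits, and 8 and 9 of the splits gave as many. The split of control replicate 1 with *Il6rα* KO replicates 2 and 3 against the other samples called 1196 genes in one direction and 1926 in the other. These 3 arrays have the largest SDs (1.93, 1.79 and 1.79, against 1.73, 1.59 and 1.37). This split thus follows the spread of the arrays rather than the genotype. With 75.5% of the variance, the first principal component set control replicate 3 at one end and control replicate 1 at the other. It ordered the 6 arrays by their SD, and what causes the unlike spread was not tested.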
